# Age, brain region, and gene dosage-differential transcriptomic changes in *Shank3*-mutant mice

**DOI:** 10.3389/fnmol.2022.1017512

**Published:** 2022-10-12

**Authors:** Taesun Yoo, Ye-Eun Yoo, Hyojin Kang, Eunjoon Kim

**Keywords:** autism spectrum disorder, *Shank3*, age, cortex, hippocampus, striatum, gene dosage, RNA-seq

## Abstract

Shank3 is an abundant excitatory postsynaptic scaffolding protein implicated in various neurodevelopmental disorders, including autism spectrum disorder (ASD), Phelan-McDermid syndrome, intellectual disability, and schizophrenia. *Shank3*-mutant mice show various molecular, synaptic, and behavioral deficits, but little is known about how transcriptomic phenotypes vary across different ages, brain regions, and gene dosages. Here, we report transcriptomic patterns in the forebrains of juvenile and adult homozygous *Shank3*-mutant mice that lack exons 14–16 and also the prefrontal, hippocampal, and striatal transcriptomes in adult heterozygous and homozygous *Shank3*-mutant mice. The juvenile and adult mutant transcriptomes show patterns opposite from and similar to those observed in ASD (termed reverse-ASD and ASD-like patterns), respectively. The juvenile transcriptomic changes accompany synaptic upregulations and ribosomal and mitochondrial downregulations, whereas the adult transcriptome show opposite changes. The prefrontal, hippocampal, and striatal transcriptomes show differential changes in ASD-related gene expressions and biological functions associated with synapse, ribosome, mitochondria, and spliceosome. These patterns also differ across heterozygous and homozygous *Shank3*-mutant mice. These results suggest age, brain region, and gene dosage-differential transcriptomic changes in *Shank3*-mutant mice.

## Introduction

The Shank family proteins are postsynaptic scaffolding proteins that regulate excitatory synaptic development and function (Boeckers et al., 1999; Naisbitt et al., 1999; Sheng and Sala, 2001; Kim and Sheng, 2004; Sheng and Kim, 2011). Among the three known Shank family proteins, Shank2 and Shank3 have been associated with various brain disorders, including autism spectrum disorder (ASD), Phelan-McDermid syndrome, intellectual disability, and schizophrenia (Durand et al., 2007; Moessner et al., 2007; Gauthier et al., 2009; Berkel et al., 2010; Leblond et al., 2014; Phelan et al., 2022). Numerous studies on the functions of Shank2 and Shank3, including those using mouse genetic approaches, have provided substantial insights into the mechanisms underlying Shank2- or Shank3-related brain disorders (Bozdagi et al., 2010; Peca et al., 2011; Schmeisser et al., 2012; Won et al., 2012; reviewed in Sheng and Kim, 2000, 2011; Boeckers et al., 2002; Bourgeron, 2009; Grabrucker et al., 2011; Sala et al., 2015; Schmeisser, 2015; Monteiro and Feng, 2017; Mossa et al., 2017, 2018; De Rubeis et al., 2018; Eltokhi et al., 2018; Ey et al., 2020; Jung and Park, 2022). However, it remains unclear how the mechanistic deviations observed in *Shank3*-mutant mice differ by age or brain region under different gene-dosage conditions. Investigating gene-dosage effects is important, considering that there have been debates regarding whether heterozygous or homozygous *Shank3*-mutant mice provide a better model for human ASD conditions.

Here we compared transcriptomes of the forebrain regions of juvenile (P25) and adult (P60) Shank3-homozygous (HM) mice. In addition, we analyzed transcriptomic patterns in the prefrontal cortex (termed cortex hereafter), hippocampus, and striatum regions of adult (∼postnatal day 90 or P90) *Shank3* heterozygous (HT)- and homozygous (HM)-mutant mice lacking exons 14–16 (Shank3-HT/HM mice). We also compared these results with those previously reported from *Shank2*-mutant mice (Lee et al., 2021; Yoo et al., 2022). Our findings collectively indicate that there are age, brain region, and gene dosage-differential transcriptomes within and between *Shank2*- and *Shank3*-mutant mice, which may provide insight into altered biological functions and ASD-related/risk gene expression patterns.

## Materials and methods

### Animals

*Shank3*-mutant mice lacking exons 14–16 have been reported previously (Yoo et al., 2018, 2019) and were generated by Biocytogen. Mice were maintained at the mouse facility of the Korea Advanced Institute of Science and Technology (KAIST); they were fed *ad libitum* and maintained according to the Animal Research Requirements of KAIST.

### RNA-seq analysis

The abundance of the transcripts was quantified using Salmon (v1.1.0) (Patro et al., 2017) via a quasi-mapping approach with GC bias correction (–gcBias). The results were imported to R (v.4.1.3) using Tximport (Soneson et al., 2015) package, which was followed by the analysis of differential gene expression using R/Bioconductor DEseq2 (v1.30.1) (Love et al., 2014). Raw read counts were normalized to gene size and fitted to a negative binomial distribution. The *p* values were adjusted through multiple comparisons using Benjamini–Hochberg correction to obtain adjusted *p* values. Genes with adjusted *p* values less than 0.05 were considered as differentially expressed genes (DEGs). Volcano plots were generated using R ggplot2 (v.3.3.3) package.

Gene Set Enrichment Analysis (GSEA)^1^ (Subramanian et al., 2005) was used to determine whether WT and *Shank3*-mutant transcripts show significant enrichments for priori-defined gene sets. GSEA was performed using GSEAPreranked (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MSigDB) v7.4.^2^ GSEAPreranked was performed using the list of all genes expressed, ranked by the fold changes multiplied by the inverse of the *p* values with recommended default settings (1,000 permutations and a classic scoring scheme). The False Discovery Rate (FDR) was calculated to control for false positive outcomes by comparing the tails of the observed and null distributions derived from the 1,000 gene set permutations for a given Normalized Enrichment Score (NES). The gene sets with an FDR of less than 0.05 were considered as significant enrichment. Integration and visualization of the GSEA results were performed using the EnrichmentMap Cytoscape App (version 3.9.0) (Merico et al., 2010; Isserlin et al., 2014).

## Results

### DEG analysis and GSEA of P25-Shank3 and P60-Shank3 transcripts

To explore age-dependent transcriptomic changes in juvenile and adult *Shank3*-homozygous mutant mice lacking exons 14–16 (Yoo et al., 2018, 2019) at P25 and P60, respectively, we set out to perform RNA-Seq analysis of transcripts from mouse forebrain lacking the olfactory bulb (Figure 1A and Supplementary Table 1). The analysis of DEGs revealed relatively small sets of DEGs that were up- or downregulated in P25-Shank3 or P60-Shank3 mice (Figure 1A and Supplementary Table 2), and even smaller sets that overlapped between P25-Shank3 and P60-Shank3 mice (*Shank3* and *Ccdc40*) (Figure 1B). In the P25-Shank3 transcripts, the strongly upregulated DEGs included *Yy2* and *Fancm* and the strongly downregulated DEGs included *Shank3*, as shown by the volcano plot (Figure 1C). In the P60-Shank3 transcripts, the strongly upregulated DEGs included *Gstp1* and *Lamb3* and the strongly downregulated DEGs included *Shank3*, *Pcdha11*, and *Rpl10* (Figure 1D). CCDC40, a coiled-coil protein whose transcript levels are increased in both P25-Shank3 and P60-Shank3 transcripts, is known to regulate motile cilia function and left-right axis formation with implications in the primary ciliary dyskinesia (Becker-Heck et al., 2011). These results indicate that *Shank3* deletion in juvenile and adult mice is associated with relatively small sets of DEGs.

**FIGURE 1:**
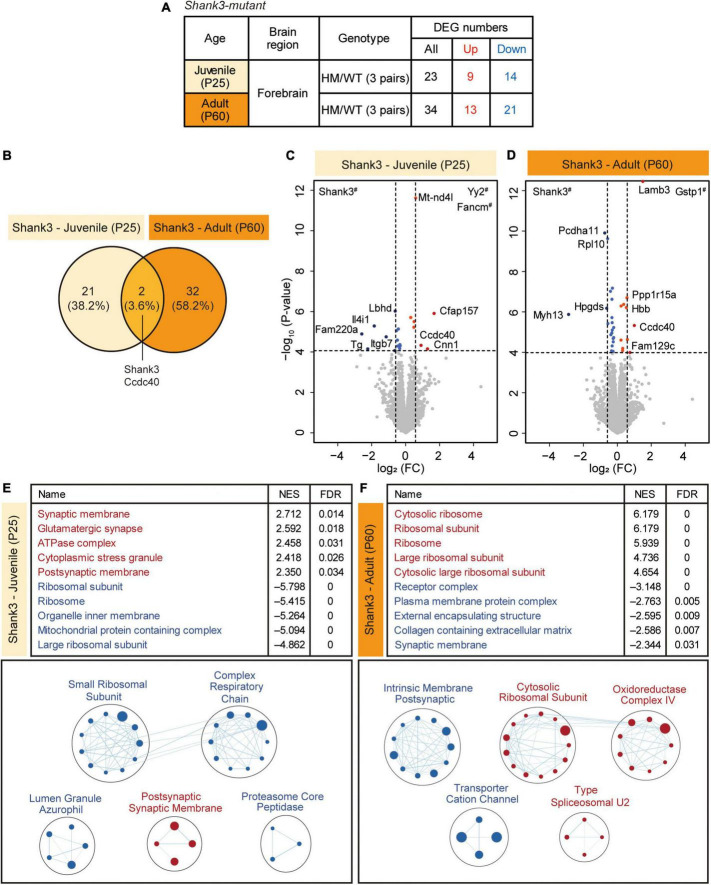
Differentially expressed gene (DEG) analysis and gene set enrichment analysis (GSEA) of P25-Shank3 and P60-Shank3 transcripts. **(A)** Summary of the DEGs from the forebrain of homozygous *Shank3*-mutant mice at P25 and P60 (P25-Shank3 and P60-Shank3 mice), compared with wild-type/WT mice at P25 and P60. DEGs were defined by transcript changes with adjusted *p* value < 0.05 (*n* = 3 mice for P25-WT, P25-Shank3, P60-WT, and P60-Shank3). **(B)** Venn diagrams showing DEGs that overlap between P25-Shank3 and P60-Shank3 mice. **(C,D)** Volcano plots showing DEGs from P25-Shank3 and P60-Shank3 mice. The DEGs (adjusted *p* value < 0.05) were further color-coded to indicate those with stronger fold changes (>1.5) (see Supplementary Table 2 for full results). Genes with # labels indicate those with *p* values beyond the indicated *p*-value ranges (*n* = 3 mice for P25-WT, P25-Shank3, P60-WT, and P60-Shank3). **(E,F)** GSEA of P25-Shank3 and P60-Shank3 transcripts were performed using the gene sets of the cellular component (CC) domain. The results are shown as lists of the top-five positively/negatively enriched gene sets (top; see Supplementary Table 3 for full results) and functional clustering of enriched gene sets, which was performed using the EnrichmentMap Cytoscape App (bottom). The sizes and colors of the circles in the EnrichmentMap results indicate the sizes of gene sets and the extents of positive/negative (red/blue) enrichments, respectively (*n* = 3 mice for P25-WT, P25-Shank3, P60-WT, and P60-Shank3).

The scarcity of DEGs from P25-Shank3 and P60-Shank3 mice prompted us to apply GSEA. The results of GSEA performed using genes in the cellular component (CC) domain of the C5 gene sets indicated that P25-Shank3 transcripts were positively and moderately enriched for gene sets associated with synaptic functions (synaptic membrane, glutamatergic synapse, and postsynaptic membrane), as indicated by top-five most strongly enriched gene sets (Figure 1E, top and Supplementary Table 3). A similar conclusion was drawn from our functional clustering of positively enriched gene sets (postsynaptic membrane), which was performed using EnrichmentMap Cytoscape App (Figure 1E, bottom). P25-Shank3 transcripts were negatively and strongly enriched for gene sets associated with ribosomes (ribosomal subunit, ribosome, and large ribosomal subunit) and mitochondria (organelle inner membrane, mitochondrial protein-containing complex), as supported by the top-five gene sets and the EnrichmentMap results (Figure 1E). GSEA performed using the gene sets in the BP and MF domains of the C5 database yielded partly similar results; positive enrichments for synapse-related gene sets and negative enrichments for ribosome (translation)/mitochondria (electron transport, oxidative phosphorylation, and ATP synthesis)-related gene sets in the BP domain, and negative enrichments of P25-Shank3 transcripts for ribosome/mitochondria-related gene sets in the MF domain (Supplementary Figure 1 and Supplementary Table 3).

Gene set enrichment analysis of P60-Shank3 transcripts revealed strong positive enrichments for gene sets associated with ribosomes and mitochondria, as shown by the top-five gene sets and EnrichmentMap results (Figure 1F and Supplementary Table 3). In addition, P60-Shank3 transcripts were negatively but moderately enriched for synapse-related gene sets (receptor complex and synaptic membrane), as shown by the top-five gene sets and EnrichmentMap results (Figure 1F). GSEA using the gene sets in the BP and MF domains of the C5 database also yielded similar results; positive enrichments for ribosome/mitochondria-related gene sets in the BP domain, and positive enrichments for ribosome/mitochondria-related gene sets in the MF domain (Supplementary Figure 2 and Supplementary Table 3).

These findings indicate that Shank3 mice show age-dependent and nearly opposite transcriptomic patterns at juvenile and adult stages: Synaptic and ribosomal/mitochondrial genes are up- and downregulated, respectively, at P25, whereas opposite changes are observed at P60.

### ASD-related patterns in P25-Shank3 and P60-Shank3 transcripts

We next tested if P25-Shank3 and P60-Shank3 transcripts are enriched for ASD-related/risk gene sets. P25-Shank3 transcripts were negatively enriched for a gene set containing genes that are upregulated in ASD (Co-Exp Up M16 Voineagu) and positively enriched for gene sets containing genes that are downregulated in ASD (DEG Down Voineagu, and Co-Exp Down M12 Voineagu) (Voineagu et al., 2011; Werling et al., 2016; Figure 2A, Supplementary Figure 3, and Supplementary Table 4). In addition, P25-Shank3 transcripts were positively enriched for the SFARI gene set, which is usually downregulated in ASD, and other gene sets, such as FMRP Targets, DeNovoMissense, DeNovoVariants, and AutismKB (Figure 2A). These results suggest that P25-Shank3 transcripts display a transcriptomic pattern that is largely opposite to those observed in ASD. In contrast, P60-Shank3 transcripts were negatively enriched for ASD-risk gene sets (Figure 2A), and thus conformed to the pattern observed in ASD. The opposite enrichments of P25-Shank3 and P60-Shank3 transcripts for two gene sets (SFARI Genes [All] and FMRP Targets) involved ∼50% of the genes in each gene set and small correlative fold changes of co-up/down regulations (Supplementary Figure 4). These results suggest that P25- and P60-Shank3 transcripts show transcriptomic patterns that are largely opposite to each other, with a reverse-ASD pattern in juvenile stages converting to an ASD-like pattern in adult stages.

**FIGURE 2:**
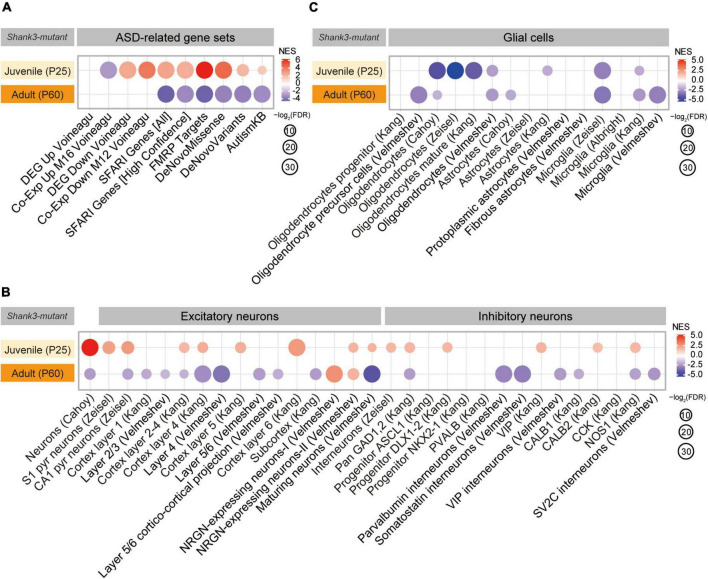
Autism spectrum disorder (ASD)-related patterns in P25-Shank3 and P60-Shank3 transcripts. **(A)** Gene set enrichment analysis (GSEA) results for P25- and P60-Shank3 transcripts relative to ASD-related gene sets that are upregulated (DEG Up Voineagu and Co-Exp Up M16 Voineagu) and downregulated (DEG Down Voineagu and Co-Exp Down M12 Voineagu) in ASD, as well as ASD-risk gene sets (SFARI Genes [All], SFARI Genes [High Confidence], FMRP Targets, DeNovoMissense, DeNovoVariants, and AutismKB) (*n* = 3 mice [P25-Shank3 and P60-Shank3]) (*n* = 3 mice [P25-Shank3 and P60-Shank3]). **(B)** GSEA results for P25- and P60-Shank3 transcripts for cell-type-specific gene sets (glutamate and GABA neurons) (*n* = 3 mice [P25-Shank3 and P60-Shank3]). **(C)** GSEA results for P25- and P60-Shank3 transcripts for cell-type-specific gene sets (glial cells) (*n* = 3 mice [P25-Shank3 and P60-Shank3]).

In GSEA performed using cell type-specific gene sets (Albright and Gonzalez-Scarano, 2004; Cahoy et al., 2008; Kang et al., 2011; Zeisel et al., 2015; Werling et al., 2016; Velmeshev et al., 2019, 2020; Supplementary Table 4), P25-Shank3 transcripts were positively enriched for neuron-related gene sets and negatively enriched for glia-related gene sets (Figures 2B,C). This pattern is largely opposite to that observed in ASD, which typically exhibits decreased neuronal/oligodendrocytic gene expression and increased astrocytic/microglial gene expression (Voineagu et al., 2011; Werling et al., 2016). The pattern in P60-Shank3 transcripts contrasted with that in P25-Shank3 transcripts by being negatively enriched for neuron-related gene sets, but resembled that in P25-Shank3 transcripts by being negatively enriched for oligodendrocyte/microglia-related gene sets (Figures 2B,C).

These GSEA results collectively suggest that P25- and P60-Shank3 transcripts display reverse-ASD and ASD-like transcriptomic patterns, respectively, based their enrichment patterns for gene sets that are up/downregulated in ASD, as well as those belonging to ASD-risk and cell type-specific gene sets.

### DEG analysis and GSEA of transcripts from the cortex, hippocampus, and striatum of Shank3-HT and Shank3-HM mice

We next tested if different brain regions and gene deletion dosages affect the transcriptomic patterns in adult (P90) heterozygous and homozygous *Shank3*-mutant mice (Shank3-HT and Shank3-HM mice, respectively; 5 mice per group) by performing RNA-Seq analyses of transcripts from the prefrontal cortex (termed cortex hereafter), hippocampus, and striatum (Figure 3A and Supplementary Table 5). These brain regional transcriptomes were well separated in a clustering analysis (Supplementary Figure 5).

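The deposited table of this experiment lists genes by Ensembl identifier in 45 samples, which are 5 mice for each of WT, Shank3-HT and Shank3-HM in each of the 3 regions. The sample labels give an age of 13 weeks and name the Shank3-HM mice as knock-out mice. The columns of these mice carry a different genotype code, and the same columns of Supplementary Table 5 are headed as HM. The authors sequenced stranded mRNA libraries, estimated counts per gene with Salmon, imported them with tximport, and divided them by DESeq2 normalization factors that were set over all samples together and that differ per gene and sample. The values are therefore normalized counts with decimals, from which whole reads could not be recovered. The sums of normalized counts in the cortex were 27870411 to 28479721 in WT mice (median 28221177), 27772591 to 28286035 in Shank3-HT mice (median 28098676) and 26938860 to 29187371 in Shank3-HM mice (median 28007566). In the hippocampus they were 26118607 to 27380382 in WT mice (median 26825130), 26212993 to 27347155 in Shank3-HT mice (median 26857508) and 26348586 to 26840581 in Shank3-HM mice (median 26637076), and in the striatum 28221128 to 29568983 in WT mice (median 28899371), 28397445 to 29264365 in Shank3-HT mice (median 29077736) and 28500933 to 29169607 in Shank3-HM mice (median 28795697). These sums are set by the normalization, and the sequencing depth per sample is unknown, so no counting error was computed. The 15 samples of each region were fitted with limma on log2(normalized count + 1), with an intensity trend, for the genes with a mean of at least 10 normalized counts in the region. These were 16507 genes in the cortex, 16571 in the hippocampus and 16482 in the striatum. P values were adjusted with the Benjamini-Hochberg method, and genes with an adjusted p value under 0.05 were counted as DEGs. The gene sets of the paper were at hand only in part and were not tested, and 15 shorter lists of genes stood in for them. No list stood in for the gene sets that are up- or downregulated in ASD. The score of a list in a sample was the mean log2 value of its genes minus the mean of all genes tested. Differences between mutant and WT scores are given on the log2 scale, with two-sided exact permutation tests over all assignments of 5 of the 10 mice and Benjamini-Hochberg adjustment over the 15 lists of a contrast. The smallest p value of this exact test is 0.00794, so that a single list cannot reach an adjusted p value below 0.119. Normalized enrichment scores used the paper's classic scoring and 1000 permutations of genes. Genes were ranked by log2 fold change divided by p, both from limma and for the genes tested, where the paper ranked all expressed genes by the results of its own test of counts. Because a permutation of genes does not use the variation between mice, each score was also computed in 100 splits of the same 10 samples into 5 and 5, the real one included.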

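With 1 minus Spearman's rho over 16708 genes as the distance, an average-linkage tree divided into 3 groups placed all 45 samples with the other samples of their region (adjusted Rand index 1). The mean silhouette width was 0.797 ± 0.0680 (SD over the 45 samples). The median distance was 0.00671 within regions and 0.0534 between regions. The least separated sample was the cortex of HM replicate 2, with a silhouette width of 0.458. In that sample, genes of the striatal spiny projection neuron list stood at 19.1% of the way from the cortical to the striatal WT level. The first and second principal components held 47.5% and 24.6% of the variance. Of the alternatives tried, Euclidean distance moved the result most, to a silhouette width of 0.479, with the same 3 groups.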

**FIGURE 3:**
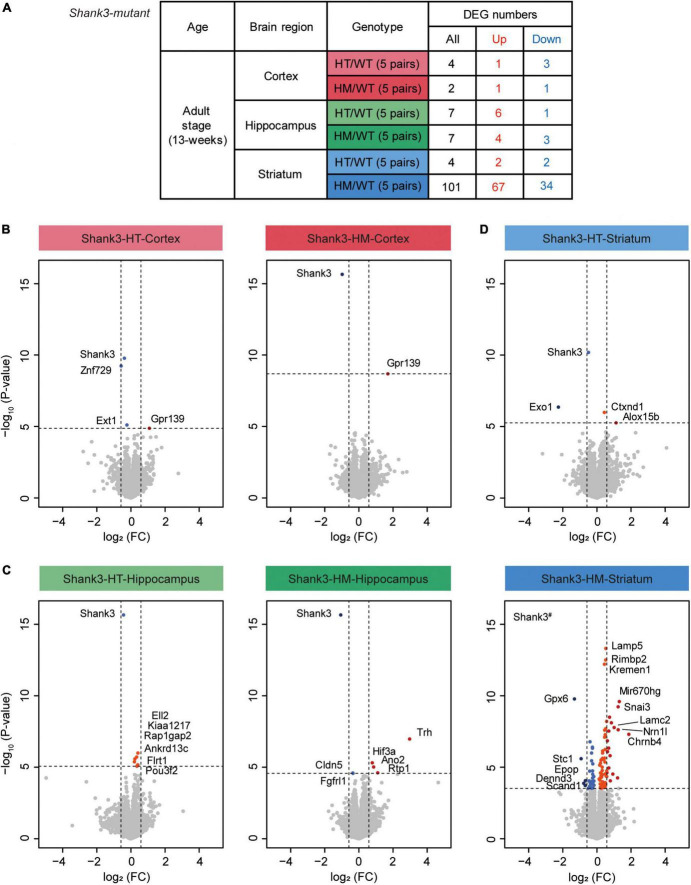
Differentially expressed gene (DEG) analysis of transcripts from the cortex, hippocampus, and striatum of Shank3-HT and Shank3-HM mice. **(A)** Outline of the DEGs from the cortex, hippocampus, and striatum of adult *Shank3*-heterozygous (HT) and *Shank3*-homozygous (HM) mutant mice, compared with WT mice. DEGs were defined by transcriptional changes with adjusted *p* value < 0.05 (*n* = 5 mice for cortex/hippocampus/striatum regions in WT, Shank3-HT, and Shank3-HM mice). **(B–D)** Volcano plots showing DEGs from the cortex, hippocampus, and striatum of adult *Shank3*-heterozygous (HT) and *Shank3*-homozygous (HM) mutant mice. The DEGs (adjusted *p* value < 0.05) were further color-coded to indicate those with stronger fold changes (>1.5). Shank3^#^ in the Shank3-HM volcano plot indicates a *p* value beyond the indicated *p*-value ranges (*n* = 5 mice for cortex/hippocampus/striatum regions in WT, Shank3-HT, and Shank3-HM mice).

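In the cortex, limma with Benjamini-Hochberg adjustment gave 0 DEGs between Shank3-HT and WT mice, with 443 genes at an unadjusted p value under 0.05, where 825 would be expected by chance, and 2 DEGs between Shank3-HM and WT mice (1 up, 1 down), with 907 genes at that unadjusted level. In the hippocampus, each of the Shank3-HT and Shank3-HM comparisons gave 1 DEG, which was downregulated, with 871 and 783 genes at an unadjusted p value under 0.05 against an expected 829. In the striatum, the Shank3-HT comparison gave 1 downregulated DEG and the Shank3-HM comparison gave 30 DEGs, of which 26 were upregulated and 4 downregulated. Unadjusted p values under 0.05 numbered 1224 and 1225 in these striatal comparisons, with 824 expected. All 5 Shank3-HM mice lay above or below all 5 WT mice for 1.86% of the genes tested in the striatum and for 0.800% and 0.736% in the cortex and hippocampus, where chance gives 0.794%. Simulated data had 5 samples per group and 200 changed genes per region. In them, the same test recovered 84% to 87% of the genes changed by 1 on the log2 scale. For changes of 0.5 it recovered 54% to 62%. With few changed genes, the adjustment asks for smaller p values, so these rates do not apply to comparisons with few DEGs. The count in the Shank3-HM striatum moved most when HM replicate 2 was left out, to 12 DEGs.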

All three brain regions of the Shank3-HT and Shank3-HM mice displayed small numbers of DEGs, except for the striatal region of Shank3-HM mice (Figure 3A). 

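The transcript of Shank3 (ENSMUSG00000022623, GRCm38 chromosome 15, 89499623 to 89560261) was measured in every sample, and the mutant allele lacks exons 14 to 16, which hold 341 of the 7365 nucleotides of a transcript with 22 exons. In the cortex, Shank3 was at 8005 ± 725 normalized counts in WT, 6138 ± 373 in Shank3-HT and 4054 ± 285 in Shank3-HM mice (SD, n = 5 each). In the hippocampus, the values were 7944 ± 359, 5886 ± 225 and 3801 ± 144, and in the striatum 12317 ± 606, 8725 ± 581 and 5735 ± 667. The log2 fold changes in Shank3-HT mice were -0.38 in the cortex, -0.43 in the hippocampus and -0.50 in the striatum (standard errors 0.066, 0.043 and 0.074), with adjusted p values of 0.288, 0.000219 and 0.0494 from limma with Benjamini-Hochberg adjustment. In Shank3-HM mice they were -0.98, -1.06 and -1.11 (standard errors 0.066, 0.043 and 0.074), with adjusted p values of 4.76e-07, 1.19e-10 and 3.70e-07 from the same limma test. In each of the 6 comparisons, all 5 mutant mice were below all 5 WT mice (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). The striatal Shank3-HT change lost the threshold in 9 of the 10 fits that each left out one mouse. Without HT replicate 1, for example, its adjusted p value in limma was 0.0914, within a range of 0.00342 to 0.257 over all alternatives. As shares of the WT mean, Shank3-HT mice held 76.7%, 74.1% and 70.8% in the cortex, hippocampus and striatum, and Shank3-HM mice 50.6%, 47.8% and 46.6%.

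**Figure D1:**
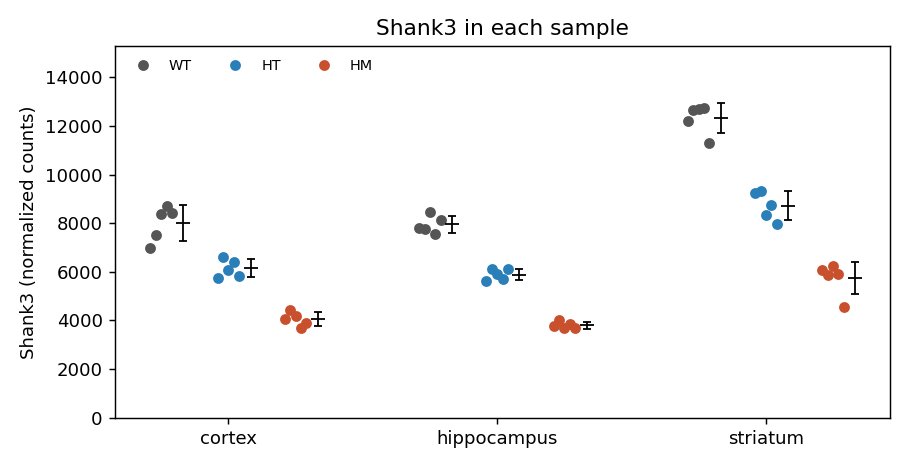
Shank3 in normalized counts (vertical axis, starting at 0) for each mouse by region and genotype; points are mice, and bars give the mean and SD of 5 mice. In each region, every Shank3-HT mouse lies below every WT mouse and above every Shank3-HM mouse; the lowest Shank3-HM striatum is that of HM replicate 5, at 4569 normalized counts.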

In volcano plots and the list of top DEGs, *Shank3* was identified in all six groups of downregulated DEGs (cortex/hippocampus/striatum of Shank3-HT/HM mice) (Figures 3B–D and Supplementary Table 6), indicating that the RNA-Seq results were generally reliable. 

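Zfp729a (ENSMUSG00000021510, GRCm38 chromosome 13, 67612763 to 67637791), which Supplementary Table 6 gives under its human symbol, encodes a zinc finger protein. In the cortex it was at 390.1 ± 19.9 normalized counts in Shank3-HT and 582 ± 57.1 in WT mice (SD, n = 5 each), a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.288 over all genes in limma with Benjamini-Hochberg adjustment). Trh (ENSMUSG00000005892, chromosome 6, 92242061 to 92244650), which encodes thyrotropin-releasing hormone, was at 33.7 ± 26.5 normalized counts in Shank3-HM and 4.32 ± 1.66 in WT mice (SD, n = 5 each) in the hippocampus. Its log2 fold change was 2.47 (standard error 0.47, adjusted p = 0.494 in limma), and it fell to 2.10 without HM replicate 2. The long noncoding RNA gene Mir670hg (ENSMUSG00000075020, chromosome 2, 94160636 to 94264918) was at 268 ± 73.5 normalized counts in Shank3-HM and 107.2 ± 12.9 in WT mice (SD, n = 5 each) in the striatum, a log2 fold change of 1.27 (standard error 0.21, adjusted p = 0.0142 in limma). Without HM replicate 2, its adjusted p value in limma was 0.0523, within a range of 0.00799 to 0.0523 over the alternatives. Gpx6 (ENSMUSG00000004341, chromosome 13, 21312125 to 21319624), which encodes a glutathione peroxidase, was at 139.9 ± 31.2 normalized counts in Shank3-HM and 349 ± 80.8 in WT mice (SD, n = 5 each) in the striatum, with a log2 fold change of -1.31 (standard error 0.20, adjusted p = 0.0126 in limma). For each of these 4 genes, the 5 mutant and 5 WT mice did not overlap. Beside Shank3, the striatal DEGs with the smallest unadjusted p values in Shank3-HM mice were Gdpd5 (ENSMUSG00000035314), with a log2 fold change of 0.44 (adjusted p = 0.000802 in limma), and Lamp5 (ENSMUSG00000027270), with 0.53 (adjusted p = 0.00178). Gpr139 (ENSMUSG00000066197, chromosome 7, 119140747 to 119184603), the only cortical DEG beside Shank3, had a log2 fold change of 1.63 in Shank3-HM (standard error 0.24, adjusted p = 0.0208 in limma) and of 1.04 in Shank3-HT mice (adjusted p = 1.00). It stayed a DEG in Shank3-HM mice only without HM replicate 4 or WT replicate 3 among the 10 fits that each left out one mouse. Of the genes that Supplementary Table 6 lists, all 4 of the Shank3-HT and 2 of the Shank3-HM cortex, all 7 and 7 of the hippocampus, and all 4 and 101 of the striatum changed in the listed direction and had p values under 0.05 adjusted over the list alone. Over all genes tested, 0, 2, 1, 1, 1 and 29 of them did. The study chose these lists on the same samples, so the counts over the list alone are not independent evidence.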

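The other genes that Supplementary Table 6 lists for the comparisons with at most 7 genes had the following log2 fold changes, with p values adjusted over all genes in limma with Benjamini-Hochberg adjustment. In the Shank3-HT cortex, Ext1 (ENSMUSG00000061731, GRCm38 chromosome 15, 53064038 to 53346159) changed by -0.24 (adjusted p = 1.00 in limma). The Shank3-HT hippocampus had Ell2 (ENSMUSG00000001542, GRCm38 chromosome 13, 75706757 to 75772364) 0.42 (adjusted p = 0.450), Etl4 (ENSMUSG00000036617, GRCm38 chromosome 2, 19909780 to 20810713) 0.34 (adjusted p = 0.450), Rap1gap2 (ENSMUSG00000038807, GRCm38 chromosome 11, 74383356 to 74610915) 0.24 (adjusted p = 0.450), Ankrd13c (ENSMUSG00000039988, GRCm38 chromosome 3, 157947239 to 158008034) 0.21 (adjusted p = 0.631), Flrt1 (ENSMUSG00000047787, GRCm38 chromosome 19, 7092001 to 7105729) 0.42 (adjusted p = 0.450) and Pou3f2 (ENSMUSG00000095139, GRCm38 chromosome 4, 22482780 to 22488366) 0.35 (adjusted p = 0.450) in limma. In limma, the Shank3-HM hippocampus gave Hif3a (ENSMUSG00000004328, GRCm38 chromosome 7, 17031507 to 17062427) 0.79 (adjusted p = 0.718), Ano2 (ENSMUSG00000038115, GRCm38 chromosome 6, 125690419 to 126040126) 0.87 (adjusted p = 0.718), Rtp1 (ENSMUSG00000033383, GRCm38 chromosome 16, 23429133 to 23433960) 1.12 (adjusted p = 0.718), Cldn5 (ENSMUSG00000041378, GRCm38 chromosome 16, 18776847 to 18778262) -0.35 (adjusted p = 0.732) and Fgfrl1 (ENSMUSG00000008090, GRCm38 chromosome 5, 108692382 to 108706924) -0.34 (adjusted p = 0.732), and the Shank3-HT striatum Exo1 (ENSMUSG00000039748, GRCm38 chromosome 1, 175880581 to 175913489) -1.99 (adjusted p = 0.361), Gm2115 (ENSMUSG00000097789, GRCm38 chromosome 7, 84528954 to 84583531) 0.43 (adjusted p = 0.464) and Alox8 (ENSMUSG00000020891, GRCm38 chromosome 11, 69183932 to 69197843) 1.04 (adjusted p = 0.566). None of these 15 genes passed the threshold over all genes tested.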

The most prominent identified DEGs included *Znf729* (Shank3-HT cortical, downregulated), *Trh* (Shank3-HM hippocampal, upregulated), *Mir670hg* (Shank3-HM striatal, upregulated), and *Gpx6* (Shank3-HM striatal, downregulated). DAVID analysis of the striatal DEGs (*n* = 101) did not yield any significant biological GO term.

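The 101 striatal genes of Supplementary Table 6 were set against the 15 lists with a two-sided Fisher's exact test. The background was the 16482 genes tested in the striatum. The synapse list held 3 of them (Grin2a, Lrrc4b and Rimbp2) where 1.00 were expected (Fisher's exact p = 0.0797, adjusted p = 0.598 over the 15 lists), and the excitatory neuron list held 2 (Fibcd1 and Lamp5) where 0.368 were expected (Fisher's exact p = 0.0523, the same adjusted p value). The mitochondrial ribosome and inhibitory neuron lists held 1 gene each, Mrpl35 and Gad1, and the other 11 lists held 0. No list passed an unadjusted p value of 0.05. Of the 30 DEGs called here, Rimbp2 was in the synapse list (exact p = 0.259) and Lamp5 in the excitatory neuron list (exact p = 0.104), and none was in another list.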

We next performed GSEA to examine whether the cortical/hippocampal/striatal Shank3-HT and Shank3-HM transcripts were associated with specific biological functions. The cortical Shank3-HT transcripts were positively enriched for gene sets associated with ribosome/mitochondrial functions, as supported by the top-five gene sets and EnrichmentMap gene set clustering (Figure 4A and Supplementary Table 7). 

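Between Shank3-HT and WT mice, the score of the cytosolic ribosome list (79 genes) in the cortex differed by 0.045 (SD 0.065 in mutant and 0.080 in WT mice, n = 5 each, exact permutation test, p = 0.349, adjusted p = 1.00), and 4 of 5 Shank3-HT mice were above the WT mean. For the list of respiratory chain and ATP synthase genes (79 genes), the difference was 0.023 (SD 0.052 and 0.083, n = 5, exact permutation p = 0.603, adjusted p = 1.00), with 3 of 5 Shank3-HT mice above it. Both differences were smaller than the SD between WT mice. Their normalized enrichment scores were 3.99 and 3.21 (permutation of genes, adjusted p = 0.00626 for both), and 31 and 41 of the 100 splits of the samples gave scores as large. Leaving out 1 mouse at a time gave differences from 0.020 (without HT replicate 3) to 0.073 (without WT replicate 1) for the ribosome list and from 0.0024 (without WT replicate 2) to 0.052 (without WT replicate 1) for the respiratory chain list. The alternative that moved the enrichment score of the ribosome list most was weighted in place of classic scoring, with which it was 1.05 and no longer past the threshold. For the mitochondrial ribosome list (78 genes), the enrichment score was -1.34 (permutation of genes, adjusted p = 0.154).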

The cortical Shank3-HT transcripts were negatively enriched for gene sets associated with synaptic functions (Figure 4A). 

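The synapse list (164 genes) had a score difference of -0.037 (SD 0.047 in mutant and 0.016 in WT mice, n = 5 each, exact permutation test, p = 0.0714, adjusted p = 0.952) in the Shank3-HT cortex, with all 5 Shank3-HT mice below the WT mean and 2 of them below every WT mouse. HT replicate 3 was farther from the other Shank3-HT mice than any of these were from each other, and without it the difference was -0.016. With the median in place of the mean over the list, the difference was 0.0071, in the other direction. The normalized enrichment score was -3.82 (permutation of genes, adjusted p = 0.00626), as large in 8 of the 100 splits, and stayed between -4.47 and -3.16 with each mouse left out in turn.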

The cortical Shank3-HM transcripts were positively enriched for gene sets associated with spliceosomes and ribosomes, as supported by the top-five gene sets and EnrichmentMap gene set clustering, and negatively enriched for gene sets associated with synapses (neuronal synapse, presynapse, active zone) (Figure 4B). These results indicate that Shank3-HT and Shank3-HM cortical transcripts show similar upregulations of ribosome-related genes and downregulations of synapse-related genes.

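In the cortex of Shank3-HM mice, the spliceosome list (137 genes) differed from WT by 0.040 (SD 0.013 in mutant and 0.025 in WT mice, n = 5 each, exact permutation test, p = 0.0317, adjusted p = 0.238), and all 5 Shank3-HM mice were above the WT mean. Its normalized enrichment score of 4.66 (permutation of genes, adjusted p = 0.00454) was reached by the real split alone among the 100 splits. The ribosome list differed by 0.039 (SD 0.12 and 0.080, n = 5, exact permutation p = 0.548, adjusted p = 0.821), with 3 of 5 mice above the WT mean, and had an enrichment score of 3.18, as large in 45 of 100 splits. Without HM replicate 5, this difference was 0.0065 and the enrichment score 1.56, which was not past the threshold, and without HM replicate 4 the difference was 0.076. The synapse list differed by -0.028 (SD 0.059 and 0.016, n = 5, exact permutation p = 0.365, adjusted p = 0.821), with 3 of 5 mice below the WT mean. Its enrichment score was -3.58, as large in 24 of 100 splits, and the difference was -0.0088 without HM replicate 2. Adjusted p values of these enrichment scores were 0.00454 each (permutation of genes). With weighted scoring, the synapse list's enrichment score turned to 1.26.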

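Across the 15 lists in the cortex, the enrichment scores of Shank3-HT and Shank3-HM mice had the same sign for 10 lists. In Shank3-HT mice 9 lists and in Shank3-HM mice 10 lists were past an adjusted p value of 0.05 (permutation of genes), and the 8 lists past it in both had the same sign. Both comparisons used the same 5 WT mice. No score difference of the 15 lists passed the threshold in the exact permutation tests over mice in either comparison, with 0 unadjusted p values under 0.05 for Shank3-HT and 3 for Shank3-HM mice.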

**FIGURE 4:**
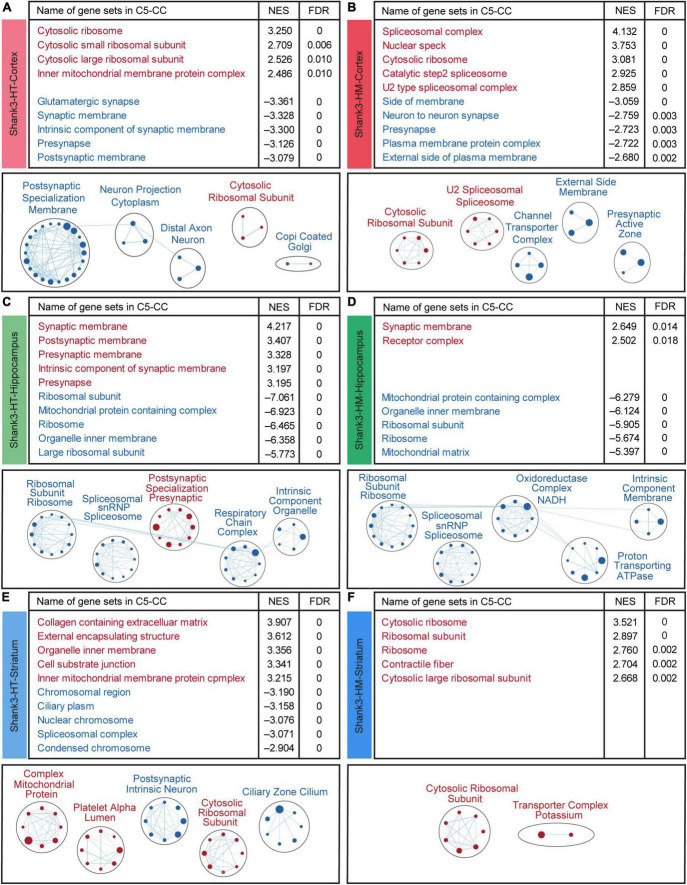
Gene set enrichment analysis (GSEA) of transcripts from the cortex, hippocampus, and striatum of Shank3-HT and Shank3-HM mice. **(A–F)** GSEA results obtained for cortical, hippocampal, and striatal Shank3-HT and Shank3-HM transcripts using the gene sets in the cellular component (CC) domain, as represented by the list of top-five positively/negatively enriched gene sets (top; see Supplementary Table 7 for full results) and functional clustering of enriched gene sets performed using the EnrichmentMap Cytoscape App (bottom). The sizes and colors of the circles in the EnrichmentMap results indicate the extents and directions (positive/negative; red/blue) of the enrichments, respectively (*n* = 5 mice for cortex/hippocampus/striatum regions in WT, Shank3-HT, and Shank3-HM mice).

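In the hippocampus of Shank3-HT mice, the synapse list differed from WT by 0.053 (SD 0.033 in mutant and 0.079 in WT mice, n = 5 each, exact permutation test, p = 0.230, adjusted p = 0.690), with all 5 Shank3-HT mice above the WT mean. The normalized enrichment score was 4.09 (permutation of genes, adjusted p = 0.00396), and 15 of the 100 splits gave one as large. The ribosome list differed by -0.092 (SD 0.067 and 0.23, n = 5, exact permutation p = 0.532, adjusted p = 0.724), the respiratory chain list by -0.089 (SD 0.053 and 0.21, n = 5, exact permutation p = 0.516, adjusted p = 0.724) and the spliceosome list by -0.032 (SD 0.022 and 0.083, n = 5, exact permutation p = 0.508, adjusted p = 0.724), and all 5 Shank3-HT mice were below the WT mean for each. WT replicate 1 was the highest of the WT mice in all 3 of these lists, and without it the differences were 0.0031, 0.0020 and 0.00064, in the other direction. The lowest values with 1 mouse left out were -0.15 and -0.14 (both without WT replicate 2) and -0.053 (without WT replicate 4). Their enrichment scores were -5.35, -5.80 and -3.18 (permutation of genes, adjusted p = 0.00396 for each), and 46, 23 and 13 of the 100 splits gave scores as large. Without WT replicate 1 these scores were -1.14, -2.20 and -2.24, the first of them not past the threshold. For the synapse list, the difference was 0.026 without WT replicate 4.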

The hippocampal Shank3-HT transcripts were positively enriched for synapse (pre/postsynaptic membrane)-related gene sets and negatively enriched for ribosome/mitochondria/spliceosome-related gene sets (Figure 4C). The hippocampal Shank3-HM transcripts were positively and weakly enriched for synapse-related gene sets and negatively enriched for ribosome/mitochondria, and spliceosome-related gene sets (Figure 4D). These results indicate that hippocampal Shank3-HT and Shank3-HM show similar patterns of synapse-related gene upregulation and ribosome/mitochondria- and spliceosome-related gene downregulation. 

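Between Shank3-HM and WT mice, the hippocampal synapse list differed by 0.022 (SD 0.033 in mutant and 0.079 in WT mice, n = 5 each, exact permutation test, p = 0.611, adjusted p = 0.799), and 4 of 5 Shank3-HM mice were above the WT mean. Its normalized enrichment score was 1.74 (permutation of genes, adjusted p = 0.0317), as large in 77 of the 100 splits. Without WT replicate 4, the difference was -0.0060 and the enrichment score -0.719, both in the other direction. The ribosome list differed by -0.093 (SD 0.12 and 0.23, n = 5, exact permutation p = 0.540, adjusted p = 0.799), with 3 of 5 mice below the WT mean, and the respiratory chain list by -0.11 (SD 0.10 and 0.21, n = 5, exact permutation p = 0.421, adjusted p = 0.799), with 5 of 5 below it. The spliceosome list differed by -0.045 (SD 0.047 and 0.083, n = 5, exact permutation p = 0.357, adjusted p = 0.799), with 4 of 5 below it. Enrichment scores of -4.42, -5.65 and -2.80 were obtained for these 3 lists (permutation of genes, adjusted p = 0.00396 for each), and 58, 37 and 27 of the 100 splits gave scores as large. Without WT replicate 1, the differences were 0.0015, -0.017 and -0.013, the enrichment score of the ribosome list turned to 1.41, and that of the respiratory chain list was -1.76 and no longer past the threshold. Without WT replicate 2, the difference of the ribosome list was -0.16.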

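In the hippocampus, 12 of the 15 lists had enrichment scores of the same sign in Shank3-HT and Shank3-HM mice. The lists past the threshold numbered 14 in Shank3-HT and 11 in Shank3-HM mice, and of the 10 past it in both, 9 had the same sign and 1, the cilium list, had opposite signs, at -2.82 and 1.84. Both comparisons used the same 5 WT mice, which favours equal signs. The score differences of the lists gave no adjusted p value under 0.05 in exact permutation tests, with 0 and 1 unadjusted p values under 0.05.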

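Enrichment scores of the cortex and hippocampus had opposite signs for 9 of the 15 lists in Shank3-HT and for 9 in Shank3-HM mice. Of the 8 lists past the threshold in both regions in Shank3-HT mice, 7 had opposite signs, and of the 8 in Shank3-HM mice, 5 had. The difference between the regions in the change of a list score was tested by permuting genotypes within each region (100000 resamples, two-sided), with adjustment over the 90 tests of 15 lists, 3 pairs of regions and 2 genotypes. For the synapse list, the cortical minus hippocampal change was -0.090 in Shank3-HT (permutation p = 0.0480, adjusted p = 0.681) and -0.049 in Shank3-HM mice (permutation p = 0.298, adjusted p = 0.854). For the ribosome list, it was 0.14 (permutation p = 0.273) and 0.13 (permutation p = 0.347), and for the respiratory chain list 0.11 (permutation p = 0.355) and 0.11 (permutation p = 0.430). The spliceosome list gave 0.043 (permutation p = 0.336) and 0.086 (permutation p = 0.0530). Of the 90 permutation tests, 6 had an unadjusted p value under 0.05, where 4.5 would be expected, and 0 passed after adjustment (smallest adjusted p = 0.584). An exact permutation of whole mice, with the samples of one genotype and number taken as one mouse (chosen after seeing the data), also gave 6 unadjusted p values under 0.05, 4 of them for the same tests, and 0 after adjustment (smallest adjusted p = 0.357). A single test cannot pass the adjustment with this exact permutation. The median over the list moved the Shank3-HT difference of the synapse list most, to -0.049, in the same direction.

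**Figure D2:**
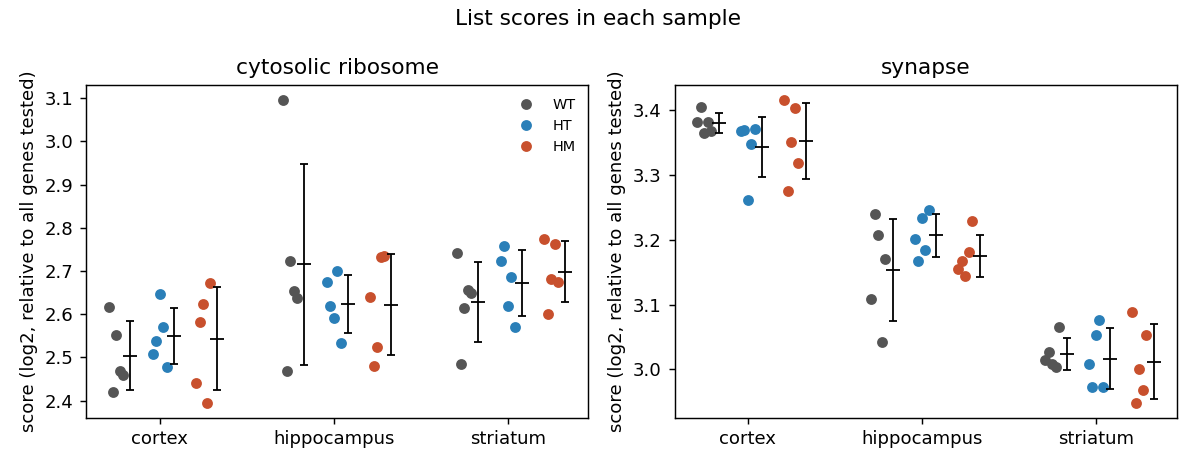
Scores of the cytosolic ribosome list and the synapse list (vertical axes, log2, relative to all genes tested) for each mouse by region and genotype; points are mice, and bars give the mean and SD of 5 mice. Mutant and WT mice overlap in every region and list, and the highest ribosome score in the hippocampus, 3.10, is that of WT replicate 1.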

Interestingly, these patterns are largely opposite those observed in the cortical Shank3-HT/HM transcripts (Figures 4A,B).

The striatal Shank3-HT transcripts were positively enriched for ribosome/mitochondria/ECM-related gene sets and negatively enriched for chromosome/spliceosome/cilia-related gene sets (Figure 4E). 

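In the striatum of Shank3-HT mice, the ribosome list differed from WT by 0.043 (SD 0.076 in mutant and 0.093 in WT mice, n = 5 each, exact permutation test, p = 0.452, adjusted p = 0.639), the respiratory chain list by 0.070 (SD 0.074 and 0.066, n = 5, exact permutation p = 0.151, adjusted p = 0.548) and the list of ECM genes (106 genes) by 0.10 (SD 0.21 and 0.092, n = 5, exact permutation p = 0.381, adjusted p = 0.639). Of the 5 Shank3-HT mice, 3, 4 and 4 were above the WT mean. Normalized enrichment scores were 3.71, 4.71 and 3.33 (permutation of genes, adjusted p = 0.00402 for each), as large in 30, 11 and 43 of the 100 splits. The ECM difference was 0.021 without HT replicate 5, the mouse with the highest level of choroid plexus genes, and 0.16 without HT replicate 4. With 1 mouse left out, the ribosome difference ranged from 0.0073 (without WT replicate 2) to 0.071 (without WT replicate 1), and the respiratory chain difference was 0.046 without HT replicate 1. The chromosome list (131 genes) differed by -0.091 (SD 0.041 and 0.039, n = 5, exact permutation p = 0.0159, adjusted p = 0.238), with all 5 Shank3-HT mice below the WT mean, and its enrichment score of -2.78 was reached by the real split alone. The spliceosome list differed by -0.025 (SD 0.055 and 0.031, n = 5, exact permutation p = 0.381, adjusted p = 0.639) and the cilium list (128 genes) by -0.10 (SD 0.17 and 0.14, n = 5, exact permutation p = 0.302, adjusted p = 0.639), with 3 and 4 of 5 mice below the WT mean. Their enrichment scores were -3.17 and -3.24 (permutation of genes, adjusted p = 0.00402 for each of the 3 negative scores), as large in 12 and 28 of the splits. Without HT replicate 5 the spliceosome difference was -0.0059 and the cilium difference -0.17, and without HT replicate 2 the cilium difference was -0.053. With fry, a rotation test that uses the variation between mice, the chromosome list had an adjusted p value of 0.0367, against 0.000819 with camera and a preset correlation between genes.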

The striatal Shank3-HM transcripts were positively enriched for ribosome-related gene sets and did not exhibit any significant negative enrichment (Figure 4F). These results indicate that the striatal Shank3-HT and Shank3-HM transcript patterns are dissimilar to each other, except for the ribosome-related gene upregulation, and also dissimilar to the cortical and hippocampal patterns.

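In the striatum of Shank3-HM mice, the ribosome list differed from WT by 0.070 (SD 0.070 in mutant and 0.093 in WT mice, n = 5 each, exact permutation test, p = 0.206, adjusted p = 0.992), and 4 of 5 Shank3-HM mice were above the WT mean. The enrichment score was 3.61 (permutation of genes, adjusted p = 0.00644), as large in 24 of the 100 splits, and the difference was 0.034 without WT replicate 2. Of the 15 lists, 6 were past the threshold of the enrichment score. Negative scores past it were found, among the lists of cellular components, for the spliceosome list at -2.07 and the cilium list at -1.75 (permutation of genes, adjusted p = 0.00644 and 0.0400), and the respiratory chain list was positive at 3.63. For the spliceosome and cilium lists, 17 and 67 of the splits gave scores as large. Without HM replicate 1, the cilium score turned to 1.24, and the spliceosome score was not past the threshold without HM replicate 3, at -1.53. The score differences of all 15 lists in this comparison had exact permutation p values of 0.127 or more.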

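Of the 15 lists in the striatum, 13 had enrichment scores of the same sign in Shank3-HT and Shank3-HM mice. The threshold was passed by 13 lists in Shank3-HT and 6 in Shank3-HM mice, and of the 6 lists past it in both, 5 had the same sign and 1, the microglia list, had opposite signs. Both comparisons used the same 5 WT mice, which favours equal signs. Against the cortex, 4 lists in Shank3-HT and 5 in Shank3-HM mice had striatal enrichment scores of the opposite sign, and against the hippocampus 9 and 10 lists. When the difference between regions was tested by permutation, the smallest unadjusted permutation p values that involved the striatum were 0.0101 and 0.0130 for the chromosome list in Shank3-HT mice, which was lower in the striatum by 0.10 than in the cortex and by 0.11 than in the hippocampus (adjusted p = 0.584 for both).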

### ASD-related patterns in cortical, hippocampal, and striatal Shank3-HT and Shank3-HM transcripts

We next tested whether the cortical, hippocampal, and striatal transcripts from Shank3-HT and Shank3-HM mice were enriched for ASD-related/risk gene sets. The cortical Shank3-HT transcripts were negatively enriched for the gene set downregulated in ASD (Co-Exp Down M12 Voineagu) (Voineagu et al., 2011; Werling et al., 2016) and negatively enriched for ASD-risk gene sets (SFARI Genes [All] and FMRP Targets) (Figure 5A, Supplementary Figure 6, and Supplementary Table 4). 

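The list of ASD-risk genes held 133 genes tested in the cortex. In Shank3-HT mice its score differed from WT by -0.0064 (SD 0.045 in mutant and 0.027 in WT mice, n = 5 each, exact permutation test, p = 0.817, adjusted p = 1.00), with 3 of 5 mice below the WT mean. The normalized enrichment score was -2.01 (permutation of genes, adjusted p = 0.0109), and 65 of the 100 splits gave one as large. Without HT replicate 3, the difference was 0.0072 and the enrichment score 1.93, both in the other direction, and without HT replicate 2 the difference was -0.018. For the main samples, weighted scoring gave an enrichment score of 0.824.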

The cortical Shank3-HM transcripts showed similar ASD-like patterns.

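For Shank3-HM mice, the ASD-risk list in the cortex differed by -0.0090 (SD 0.047 in mutant and 0.027 in WT mice, n = 5 each, exact permutation test, p = 0.722, adjusted p = 0.859), and 3 of 5 mice were below the WT mean. The enrichment score of -1.29 did not pass the threshold (permutation of genes, adjusted p = 0.187), and 90 of the 100 splits gave one as large. The difference was 0.0022 and the enrichment score 1.31 without HM replicate 5, and -0.028 and -2.08, past the threshold, without HM replicate 4. With quantile normalization the difference was 0.0011.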

**FIGURE 5:**
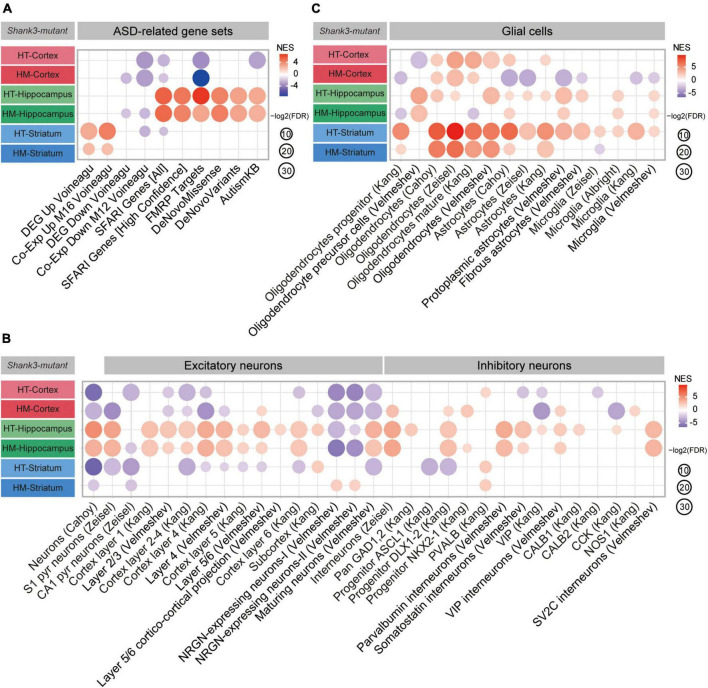
Autism spectrum disorder (ASD)-related patterns in the transcripts from the cortex, hippocampus, and striatum of Shank3-HT and Shank3-HM mice. **(A)** Gene set enrichment analysis (GSEA) results for the cortical, hippocampal, and striatal Shank3-HT and Shank3-HM transcripts: Enrichment patterns for ASD-related gene sets that are upregulated (DEG Up Voineagu and Co-Exp Up M16 Voineagu) or downregulated (DEG Down Voineagu and Co-Exp Down M12 Voineagu) in ASD, as well as for ASD-risk gene sets (SRARI Genes [All], SFARI Genes [High Confidence], FMRP Targets, DeNovoMissense, DeNovoVariants, and AutismKB) (*n* = 5 mice for cortex/hippocampus/striatum regions in WT, Shank3-HT, and Shank3-HM mice). **(B)** GSEA results for the cortical, hippocampal, and striatal Shank3-HT and Shank3-HM transcripts, indicating enrichment patterns for cell type-specific gene sets (glutamate and GABA neurons) (*n* = 5 mice for cortex/hippocampus/striatum regions in WT, Shank3-HT, and Shank3-HM mice). **(C)** GSEA results for the cortical, hippocampal, and striatal Shank3-HT and Shank3-HM transcripts, indicating enrichment patterns for cell type-specific gene sets (glial cells) (*n* = 5 mice for cortex/hippocampus/striatum regions in WT, Shank3-HT, and Shank3-HM mice).

In contrast, the hippocampal Shank3-HT and Shank3-HM transcripts displayed strong reverse-ASD patterns, as the transcripts were positively enriched for all six ASD-risk gene sets (SFARI Genes [All and High Confidence], FMRP Targets, DeNovoMissense, DeNovoVariants, and AutismKB) (Figure 5A). In contrast, the striatal Shank3-HT and Shank3-HM transcripts displayed ASD-like patterns: The transcripts were positively enriched for gene sets that are upregulated in ASD (DEG Up Voineagu, and Co-Exp Up M16 Voineagu), but no enrichment was observed for the ASD-risk gene sets (Figure 5A).

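The ASD-risk list in the hippocampus differed from WT by 0.067 (SD 0.051 in mutant and 0.078 in WT mice, n = 5 each, exact permutation test, p = 0.167, adjusted p = 0.690) in Shank3-HT mice and by 0.037 (SD 0.026 and 0.078, n = 5, exact permutation p = 0.373, adjusted p = 0.799) in Shank3-HM mice, and all 5 mice of each genotype were above the WT mean. The enrichment scores were 4.27 and 3.07 (permutation of genes, adjusted p = 0.00396 for both), as large in 11 and 37 of the 100 splits. Without WT replicate 1, the differences were 0.040 and 0.010. With the median over the list, the Shank3-HM difference was -0.0077, in the other direction.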

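In the striatum, the ASD-risk list differed by -0.010 (SD 0.042 in mutant and 0.029 in WT mice, n = 5 each, exact permutation test, p = 0.675, adjusted p = 0.723) in Shank3-HT mice, 4 of 5 of which were below the WT mean, and by -0.00036 (SD 0.034 and 0.029, n = 5, exact permutation p = 0.992, adjusted p = 0.992) in Shank3-HM mice, 2 of 5 of which were. Enrichment scores were -1.75 (permutation of genes, adjusted p = 0.0182) and -1.25 (permutation of genes, adjusted p = 0.245), as large in 74 and 100 of the 100 splits. Ranking genes by the moderated statistic gave the Shank3-HT list an enrichment score of -1.50, which was not past the threshold, and the same list gave -1.36 without WT replicate 2. With 1 mouse left out, the Shank3-HT difference ranged from -0.027 (without HT replicate 4) to 0.0020 (without HT replicate 5), and the Shank3-HM difference was 0.010 with an enrichment score of 1.39 without HM replicate 1. The gene sets upregulated in ASD were at hand only in part, and were not tested.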

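A list of 63 genes expressed in neurons in general differed in the Shank3-HT cortex by -0.020 (SD 0.054 in mutant and 0.024 in WT mice, n = 5 each, exact permutation test, p = 0.540, adjusted p = 1.00), with 3 of 5 Shank3-HT mice below the WT mean. Its normalized enrichment score was -2.30 (permutation of genes, adjusted p = 0.00928), as large in 44 of the 100 splits. Lists of excitatory neuron genes (61 genes) and inhibitory neuron genes (59 genes) had enrichment scores of -2.57 and 1.06 (permutation of genes, adjusted p = 0.00928 and 0.395). Without HT replicate 3, the difference of the neuron list was 0.0018, in the other direction, and without HT replicate 1 it was -0.034.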

When GSEA was performed using cell type-specific gene sets, the results revealed that cortical Shank3-HT transcripts were negatively enriched for neuron-related gene sets, indicative of an ASD-like pattern. However, they were positively enriched for oligodendrocyte-related gene sets, which weakened the ASD-like pattern (Figures 5B,C). 

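The oligodendrocyte list (67 genes) differed in the Shank3-HT cortex by 0.12 (SD 0.14 in mutant and 0.071 in WT mice, n = 5 each, exact permutation test, p = 0.127, adjusted p = 0.952), and all 5 Shank3-HT mice were above the WT mean, 2 of them above every WT mouse. The enrichment score of 4.84 (permutation of genes, adjusted p = 0.00626) was as large in 9 of the 100 splits. Without HT replicate 3 the difference was 0.060.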

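In the Shank3-HM cortex, the neuron list differed by -0.017 (SD 0.10 in mutant and 0.024 in WT mice, n = 5 each, exact permutation test, p = 0.802, adjusted p = 0.859), with 2 of 5 mice below the WT mean. The enrichment score was -1.81 (permutation of genes, adjusted p = 0.0325), as large in 69 of the 100 splits. Excitatory and inhibitory neuron genes had scores of -3.53 and 1.302 (permutation of genes, adjusted p = 0.00454 and 0.181). Without HM replicate 2, the neuron difference was 0.021 and the enrichment score 2.07, past the threshold in the other direction, and without HM replicate 1 the difference was -0.037. The neuron enrichment score was not past the threshold without HM replicate 5 and without WT replicate 1. With all mice, the neuron difference was 0.015 with the median over the list and 0.013 with quantile normalization, and the enrichment score with weighted scoring was 0.693.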

The cortical Shank3-HM transcripts were negatively enriched for neuron-related gene sets, which was similar to the ASD-like pattern seen in the cortical Shank3-HT transcripts. However, they were positively enriched for oligodendrocyte-related gene sets and negatively enriched for astrocyte/microglia-related gene sets, which weakened the ASD-like pattern.

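For the oligodendrocyte list, the difference in the Shank3-HM cortex was 0.074 (SD 0.16 in mutant and 0.071 in WT mice, n = 5 each, exact permutation test, p = 0.405, adjusted p = 0.821), with 3 of 5 mice above the WT mean. It was 0.032 without HM replicate 2 and 0.12 without HM replicate 4. The astrocyte list (91 genes) differed by -0.063 (SD 0.080 and 0.059, n = 5, exact permutation p = 0.190, adjusted p = 0.571), with 3 of 5 mice below the WT mean, and by -0.033 without HM replicate 1. The microglia list (80 genes) differed by -0.12 (SD 0.060 and 0.083, n = 5, exact permutation p = 0.0476, adjusted p = 0.238), with all 5 mice below the WT mean. Normalized enrichment scores were 3.43, -3.01 and -4.12 (permutation of genes, adjusted p = 0.00454 for each), as large in 28, 26 and 7 of the 100 splits. With the median over the list, the astrocyte difference was 0.033.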

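The neuron list in the hippocampus differed from WT by 0.045 (SD 0.035 in mutant and 0.093 in WT mice, n = 5 each, exact permutation test, p = 0.405, adjusted p = 0.724) in Shank3-HT mice and by -0.0019 (SD 0.046 and 0.093, n = 5, exact permutation p = 0.960, adjusted p = 0.960) in Shank3-HM mice, with 4 of 5 mice above and 3 of 5 below the WT mean. The oligodendrocyte list differed by -0.024 (SD 0.091 and 0.029, n = 5, exact permutation p = 0.579, adjusted p = 0.724) and by -0.088 (SD 0.10 and 0.029, n = 5, exact permutation p = 0.0873, adjusted p = 0.655), with 3 of 5 mice below the WT mean in each genotype. The enrichment scores of the neuron list were 2.80 (permutation of genes, adjusted p = 0.00396) and 0.990 (permutation of genes, adjusted p = 0.452), as large in 16 and 96 of the 100 splits. Excitatory neuron genes had enrichment scores of 0.786 and -2.35 in the 2 genotypes (permutation of genes, adjusted p = 0.716 and 0.00396), as large in 96 and 35 of the splits, and inhibitory neuron genes 2.42 and 1.45 (permutation of genes, adjusted p = 0.00572 and 0.132), as large in 26 and 60. Enrichment scores of the oligodendrocyte list were -2.06 and -3.84 (permutation of genes, adjusted p = 0.00572 and 0.00396), as large in 47 and 11 of the splits. Without WT replicate 4, the neuron difference was 0.0054 in Shank3-HT mice, with an enrichment score of 1.14, which was not past the threshold, and -0.042 in Shank3-HM mice. The Shank3-HM difference was positive in 6 of the 10 fits that each left out one mouse, up to 0.017 without WT replicate 1. Without HT replicate 5, the oligodendrocyte enrichment score of Shank3-HT mice was 1.32, in the other direction and not past the threshold, and the difference ranged from -0.055 (without HT replicate 1) to -0.0013 (without HT replicate 4). With the median over the list, the Shank3-HT differences of the neuron and oligodendrocyte lists were -0.0085 and 0.0052.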

The hippocampal Shank3-HT and Shank3-HM transcripts were positively enriched for neuron/oligodendrocyte-related gene sets, indicative of a reverse-ASD pattern. However, they were positively enriched for astrocyte/microglia-related gene sets, which weakened the reverse-ASD pattern (Figures 5B,C). 

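In the hippocampus, the astrocyte list differed by 0.031 (SD 0.027 in mutant and 0.025 in WT mice, n = 5 each, exact permutation test, p = 0.103, adjusted p = 0.690) in Shank3-HT mice, with 4 of 5 above the WT mean, and by -0.018 (SD 0.037 and 0.025, n = 5, exact permutation p = 0.373, adjusted p = 0.799) in Shank3-HM mice, with 4 of 5 below it. The microglia list differed by -0.035 (SD 0.055 and 0.039, n = 5, exact permutation p = 0.278, adjusted p = 0.694) and by -0.079 (SD 0.017 and 0.039, n = 5, exact permutation p = 0.00794, adjusted p = 0.119), with 4 of 5 and 5 of 5 mice below the WT mean. In Shank3-HM mice all 5 were below every WT mouse, and the p value is the smallest of the exact test. Enrichment scores of the astrocyte list were 2.26 (permutation of genes, adjusted p = 0.00572) and -1.31 (permutation of genes, adjusted p = 0.191), as large in 18 and 56 of the 100 splits. The microglia list had -1.58 (permutation of genes, adjusted p = 0.0488) and -2.46 (permutation of genes, adjusted p = 0.00396), as large in 30 of the splits and in the real split alone. Without WT replicate 1, the enrichment score of the Shank3-HT astrocyte list was 1.22, which did not pass the threshold. The Shank3-HM astrocyte difference ranged from -0.033 (without HM replicate 4) to -0.0099 (without HM replicate 3) with 1 mouse left out, and the Shank3-HT microglia difference from -0.054 (without HT replicate 3) to -0.017 (without WT replicate 2). The enrichment score of the Shank3-HT microglia list lost the threshold in 7 of the 10 fits that each left out one mouse, and was -1.08 without WT replicate 2, the WT mouse with the highest score. The median over the list reversed all 4 differences, to -0.0038 and 0.016 for astrocytes and 0.041 and 0.00031 for microglia.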

The striatal Shank3-HT and Shank3-HM transcripts were negatively enriched for neuron-related gene sets and positively enriched for astrocyte/microglia-related gene sets, albeit to lesser extents in Shank3-HM transcripts, indicative of an ASD-like pattern. However, they were positively enriched for oligodendrocyte-related gene sets, which weakened the ASD-like pattern (Figures 5B,C).

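In the striatum, the neuron list differed by 0.032 (SD 0.020 in mutant and 0.045 in WT mice, n = 5 each, exact permutation test, p = 0.183, adjusted p = 0.548) in Shank3-HT and by 0.0047 (SD 0.072 and 0.045, n = 5, exact permutation p = 0.865, adjusted p = 0.992) in Shank3-HM mice, with 5 and 2 of 5 mice above the WT mean. The enrichment scores were 1.13 (permutation of genes, adjusted p = 0.296) and 0.861 (permutation of genes, adjusted p = 0.677), as large in 75 and 96 of the 100 splits. Excitatory neuron genes had enrichment scores of -2.38 and -1.11 in the 2 genotypes (permutation of genes, adjusted p = 0.00585 and 0.367), as large in 37 and 84 of the splits, and inhibitory neuron genes 1.37 and 1.65 (permutation of genes, adjusted p = 0.136 and 0.0605), as large in 59 and 36. The astrocyte list differed by 0.16 (SD 0.14 and 0.053, n = 5, exact permutation p = 0.0556, adjusted p = 0.278) in Shank3-HT mice, 4 of 5 of which were above every WT mouse, and by 0.018 (SD 0.083 and 0.053, n = 5, exact permutation p = 0.690, adjusted p = 0.992) in Shank3-HM mice. Its enrichment scores were 5.19 (permutation of genes, adjusted p = 0.00402) and 1.41 (permutation of genes, adjusted p = 0.123), as large in 10 and 76 of the splits. For microglia the differences were 0.021 (SD 0.083 and 0.073, n = 5, exact permutation p = 0.659, adjusted p = 0.723) and -0.059 (SD 0.040 and 0.073, n = 5, exact permutation p = 0.127, adjusted p = 0.992), with 4 of 5 Shank3-HT mice above and 4 of 5 Shank3-HM mice below the WT mean. The enrichment scores were 1.81 (permutation of genes, adjusted p = 0.0182) and -2.61 (permutation of genes, adjusted p = 0.00644), as large in 48 and 14 of the splits. Several of these values turned with 1 mouse left out. The Shank3-HM neuron difference was -0.026 without HM replicate 1, the Shank3-HM astrocyte difference -0.0050 without HM replicate 3, and the Shank3-HT microglia difference -0.0068 without HT replicate 2. The Shank3-HT microglia enrichment score was 1.14 without WT replicate 1 and that of Shank3-HM mice -1.67 without WT replicate 2, neither past the threshold, and the Shank3-HM microglia difference was then -0.030. The Shank3-HT neuron difference was 0.052 with an enrichment score of 1.70, past the threshold, without WT replicate 5. With the median over the list it was -0.070.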

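The striatal oligodendrocyte list differed by 0.30 (SD 0.24 in mutant and 0.10 in WT mice, n = 5 each, exact permutation test, p = 0.0317, adjusted p = 0.238) in Shank3-HT mice, with 4 of 5 above every WT mouse, and by 0.14 (SD 0.21 and 0.10, n = 5, exact permutation p = 0.206, adjusted p = 0.992) in Shank3-HM mice, with 3 of 5 above the WT mean. Enrichment scores were 7.79 and 5.66 (permutation of genes, adjusted p = 0.00402 and 0.00644), as large in 2 and 17 of the 100 splits. Without HM replicate 2, the Shank3-HM difference was 0.061.

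**Figure D3:**
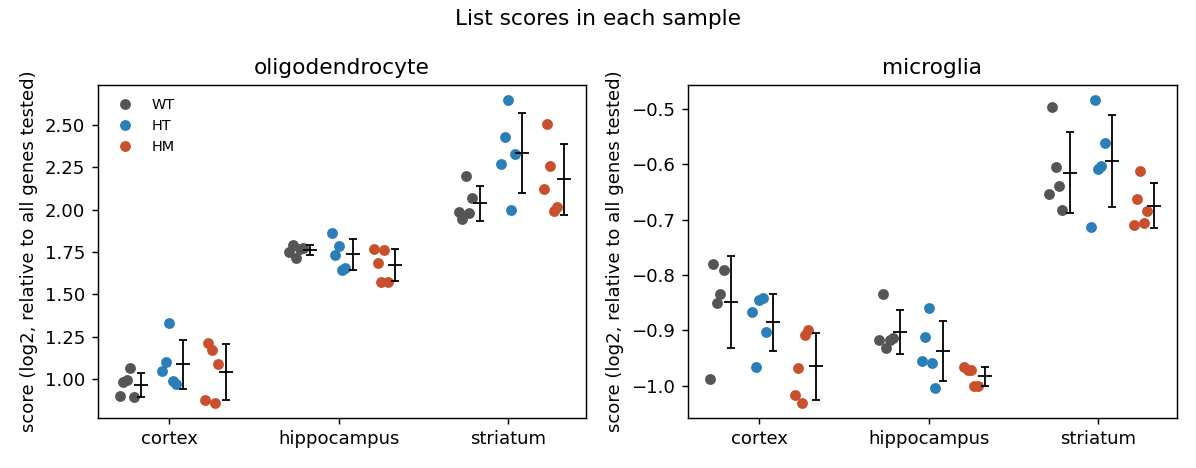
Scores of the oligodendrocyte and microglia lists (vertical axes, log2, relative to all genes tested) for each mouse by region and genotype; points are mice, and bars give the mean and SD of 5 mice. In the striatum 4 of 5 Shank3-HT mice lie above every WT mouse for the oligodendrocyte list, and in the hippocampus all 5 Shank3-HM mice lie below every WT mouse for the microglia list.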

These results from GSEA performed using ASD-related/risk and cell type-specific gene sets collectively suggest that cortical, hippocampal, and striatal Shank3-HT and Shank3-HM transcripts show both shared and distinct patterns wherein: (1) Shank3-HT and Shank3-HM show similar ASD-like patterns (limited gene dosage effects). 

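Mutant minus WT score differences of the 15 lists had the same sign in Shank3-HT and Shank3-HM mice for 11 lists in the cortex, 10 in the hippocampus and 12 in the striatum, with the same 5 WT mice on both sides. The difference between the 2 gene doses was tested directly gene by gene: limma with Benjamini-Hochberg adjustment gave 1 gene in the cortex and 1 in the hippocampus between Shank3-HM and Shank3-HT mice, Shank3 in both, and 23 genes in the striatum. Unadjusted p values under 0.05 numbered 804, 347 and 1069. With 1 mouse left out, the striatal count ranged from 3 (without HT replicate 5) to 28 (without HT replicate 4). It was 7 with only the samples compared, 11 without the intensity trend and 26 with quantile normalization, alternatives chosen after seeing the data. From the enrichments for ASD-related/risk and cell type-specific gene sets, the paper proposes that the patterns of the 2 genotypes are alike and that gene dosage effects are limited.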

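The change of the ASD-risk list in the hippocampus was set against that in the other regions by permuting genotypes within regions. The cortical minus hippocampal change was -0.074 in Shank3-HT (permutation p = 0.154, adjusted p = 0.854) and -0.046 in Shank3-HM mice (permutation p = 0.310, adjusted p = 0.854), and the hippocampal minus striatal change was 0.078 (permutation p = 0.130) and 0.038 (permutation p = 0.395). For the neuron list, the cortical minus hippocampal change was -0.065 in Shank3-HT (permutation p = 0.236) and -0.015 in Shank3-HM mice (permutation p = 0.811). The oligodendrocyte list gave the smallest unadjusted p values of the cell type lists between hippocampus and striatum, with a hippocampal minus striatal change of -0.32 in Shank3-HT (permutation p = 0.0260, adjusted p = 0.681) and -0.23 in Shank3-HM mice (permutation p = 0.0441, the same adjusted p value).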

(2) The cortex and striatum show ASD-like patterns, whereas the hippocampus shows a reverse-ASD pattern. (3) The ASD-like patterns in the cortex and striatum involve differential gene sets (the ASD-risk vs. ASD-related gene sets, respectively).

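Between the cortex and the striatum, the change of the ASD-risk list differed by 0.0041 in Shank3-HT (permutation p = 0.899, adjusted p = 0.982) and by -0.0086 in Shank3-HM mice (permutation p = 0.779, adjusted p = 0.948). The ASD-related gene sets were at hand only in part, and were not tested.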

## Discussion

Here we investigated transcriptomic changes in the prefrontal cortex, hippocampus, and striatum regions of adult Shank3-HT and Shank3-HM mice. In addition, we compared the transcriptomes from juvenile and adult Shank3-HM mice. The results point to age, brain region, and gene dosage-differential transcriptomic changes involving altered biological functions and expressions of ASD-related/risk genes in *Shank3*-mutant mice, which also differ from the overall patterns observed in *Shank2*-mutant mice (comparisons summarized in Figures 6, 7 and discussed below).

**FIGURE 6:**
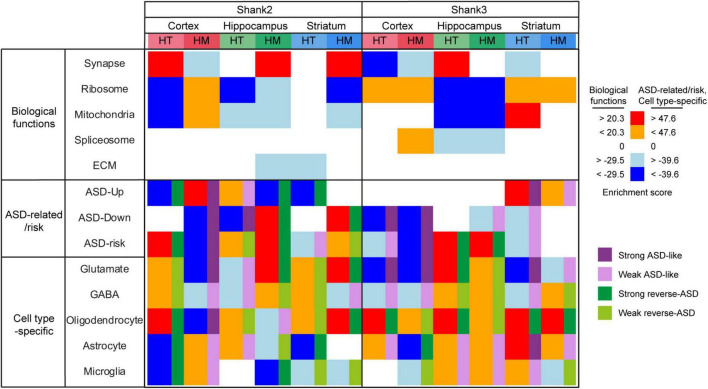
Summary of all gene set enrichment analysis (GSEA) results for Shank2-HT/HM and Shank3-HT/HM transcripts. To summarize the GSEA results for Shank2-HT/HM and Shank3-HT/HM transcripts in a single table, we selected the strongest gene-set cluster in the Cytoscape EnrichmentMap results (for gene sets associated with biological functions) or combined relevant gene sets [for autism spectrum disorder (ASD)-related/risk and single cell-type gene sets], and calculated comparative scores by summing the NES values of the gene sets in the indicated gene-set clusters (for biological functions) and by averaging the NES × *p* values of gene sets in the indicated gene-set groups (for ASD-related/risk and single-cell-specific gene sets) (see Supplementary Table 8 for the details).

**FIGURE 7:**
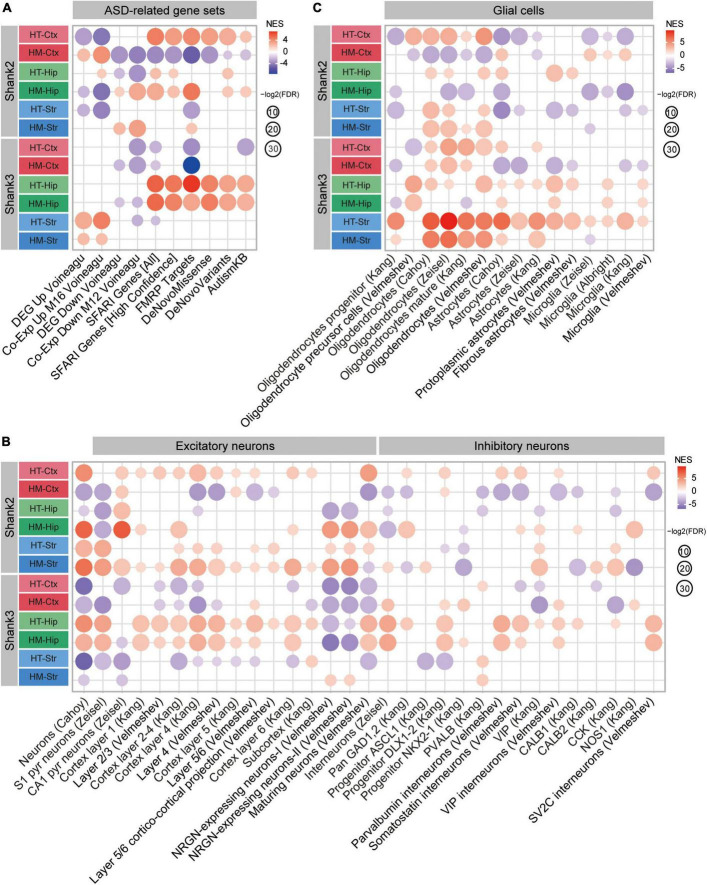
Summary of the gene set enrichment analysis (GSEA) results obtained using autism spectrum disorder (ASD)-related/risk and cell type-specific gene sets for Shank2-HT/HM and Shank3-HT/HM transcripts. **(A–C)** GSEA results for Shank2-HT/HM and Shank3-HT/HM transcripts obtained using ASD-related/risk and cell type-specific gene sets (Yoo et al., 2022; Figure 5) are combined here to enable better visualization of the similarities and differences.

### Transcriptomic changes in *Shank3*-mutant mice

Juvenile (P25) and adult (P60) Shank3-HM mice showed largely contrasting transcriptomic changes in the forebrain. GSEA of P25 Shank3-HM transcripts revealed upregulation of synapse-related genes and downregulation of ribosome/mitochondria-related genes, corresponding to reverse ASD-like transcriptomic changes (Figures 1, 2). In contrast, P60 Shank3-HM transcripts showed downregulated synapse-related genes and upregulated ribosome/mitochondria-related genes, representing ASD-like transcriptomic patterns. These results suggest that these mice undergo a strong age-dependent transcriptomic change from a reverse-ASD pattern to an ASD-like pattern through the alteration of synaptic gene expression. A similar age-dependent change from a reverse-ASD to ASD-like pattern was previously reported in the mPFC region of Shank2-HM mice (exons 6–7), although the altered biological functions and ASD-related/risk genes were different (Lee et al., 2021). Despite this difference, the results from Shank2 and Shank3 mice collectively indicate at the minimum age-dependent transcriptomic inversion with respect to ASD-related/risk gene expressions.

Whether this age-dependent change in Shank3 forebrain transcriptomes correlates with altered neuronal and synaptic functions remains to be determined. Notably, however, the synaptic gene upregulations in the P25 *Shank3*-mutant forebrain correlate with the increased frequency of excitatory synaptic transmission in the juvenile *Shank3*-mutant mPFC (Yoo et al., 2019), although it remains unclear whether the adult *Shank3*-mutant mPFC would display suppressed excitatory transmission at P60 in line with the transcriptomic changes. It is possible that the early postnatal increase in excitatory synaptic function in *Shank3*-mutant mice may lead to an opposite change (excitatory synaptic depression) at adult stages. In support of this possibility, early and excessive excitatory synaptic functions have been shown to cause deleterious long-lasting effects in other mouse models of ASD, including Shank3B mice (exons 13–16 deletion) (Peixoto et al., 2016), Shank2 mice (Chung et al., 2019), and SynGAP1 mice (Clement et al., 2012, 2013; Aceti et al., 2015; reviewed in Chung et al., 2021).

Gene Set Enrichment Analysis of transcripts from the different brain regions of adult Shank3-HT and Shank3-HM mice revealed the following notable patterns (Figures 3–5): (1) The cortical, hippocampal, and striatal transcripts show distinctly altered biological functions and ASD-related/risk gene expression patterns. 

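Across genes, the log2 fold changes of Shank3-HT and Shank3-HM mice had a Spearman's rho of 0.421 in the cortex, 0.593 in the hippocampus and 0.485 in the striatum, and 65.2%, 74.7% and 68.6% of the genes tested changed in the same direction. Genes are not independent replicates, and no p value is given for them. Both comparisons subtract the same 5 WT mice, and simulated groups without any change, set against the same WT mice, gave a rho of 0.450, 0.452 and 0.452. When the 15 samples of a region were regrouped at random into 3 groups of 5, rho was as large in 54, 11 and 40 of 100 groupings, the real one included. Separate WT mice for each genotype moved rho most, to 0.0112, -0.0110 and 0.0851, an alternative that was chosen after seeing the data.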

(2) Shank3-HT and Shank3-HM transcripts in a given brain region display largely similar patterns in biological functions and ASD-related/risk gene expression, suggesting that the gene dosage effect is small. (3) Synapse- and ribosome/mitochondria-related gene expression patterns frequently change in opposite directions consistently across all three brain regions. 

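The enrichment scores of the synapse list and the ribosome list had opposite signs in 6 of the 6 comparisons with WT mice, and so had those of the synapse list and the respiratory chain list. The score differences were opposite in 6 of 6 comparisons for the ribosome list and in 5 of 6 for the respiratory chain list. With weighted scoring, the enrichment scores of the synapse list were opposite to those of the ribosome list in 3 and to those of the respiratory chain list in 4 of 6 comparisons, and with 1 mouse left out in 58 and 54 of 60 fits. They were opposite in 5 and 5 of 6 with the choroid plexus score in the fit, and in 5 and 4 with the glucocorticoid response score. With 1 mouse left out, the score differences were opposite in 53 and 48 of 60 fits. In the striatum, the synapse list had a difference of -0.0073 in Shank3-HT (exact permutation p = 0.794) and of -0.012 in Shank3-HM mice (exact permutation p = 0.675). With the trend of gene length and GC content removed from the fold changes, the enrichment scores had the same sign for the synapse and ribosome lists in the Shank3-HM hippocampus (-1.14 and -3.03) and for the synapse and respiratory chain lists in the Shank3-HM cortex (-3.00 and -1.96) and hippocampus (-1.14 and -4.47). The 2 comparisons of a region share their WT mice, so the 6 are not independent.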

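The ASD-risk list had an enrichment score of the same sign as the synapse list in 6 and of the opposite sign to the ribosome list in 6 of the 6 comparisons of cortex, hippocampus and striatum. By score differences, the counts were 6 of 6 and 6 of 6. Any genes that the ASD-risk and synapse lists share were left in both. Shared genes favour equal signs, so the agreement of these lists is not independent evidence. Of the 6 enrichment scores of the ASD-risk list, 4 were past the threshold, those of the Shank3-HT mice in the 3 regions and of the Shank3-HM hippocampus. With the trend of gene length and GC content removed, the ASD-risk list (1.78) and the synapse list (-1.14) of the Shank3-HM hippocampus had opposite signs. Weighted scoring gave the same sign as the synapse list in 2 and the opposite sign to the ribosome list in 5 of 6 comparisons, and leaving out 1 mouse in 53 and 53 of 60 fits. With the glucocorticoid response score in the fit, the counts were 5 and 4 of 6. By score differences, the median over the list gave 4 and 5 of 6.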

(4) Upregulated synapse-related genes and downregulated ribosome/mitochondria-related genes are frequently associated with reverse-ASD transcriptomic changes, and vice versa. (5) The hippocampal HT/HM transcripts display a reverse-ASD pattern, whereas the cortical and striatal HT/HM transcripts display ASD-like patterns. These patterns are partly similar to and distinct from those observed in *Shank2*-mutant mice (see below).

Whether these brain region-differential transcriptomic changes are associated with parallel changes in proteomes remains to be determined. However, a previous proteomic study on hippocampal and striatal postsynaptic density fractions from *Shank3*Δ*11^–/–^* mice reported enrichments of the differentially expressed proteins for actin- and synapse-related GO functions, respectively (Reim et al., 2017). This differs from our results in that hippocampal and striatal transcripts from Shank3-HM mice show enrichments for ribosome/mitochondria- and ribosome-related functions, respectively. The reason for the discrepancy could be that different *Shank3* exons were deleted in the two mouse lines.

### Comparison of *Shank2-* and *Shank3*-mutant transcriptomes

Differentially expressed gene analyses revealed an interesting difference between *Shank2*- and *Shank3*-mutant transcriptomes: More DEGs were identified in Shank2-HT/HM transcriptomes than in Shank3-HT/HM transcriptomes (Figure 3; Yoo et al., 2022). However, GSEA revealed strong enrichments of both *Shank2*- and *Shank3*-mutant transcriptomes for biological functions and ASD-related/risk gene sets (Figures 4, 5; Yoo et al., 2022). Therefore, *Shank2* deletion seems to induce two distinct types of transcriptomic changes: large changes in a small number of top genes that are readily detectable by DEG analyses, and small changes in a large number of genes that are readily detectable by GSEA. Meanwhile, *Shank3* deletion appears to induce mainly small changes in a large number of genes.

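In the 3 regions, the median log2 fold change over all genes tested lay between -0.00577 and 0.00562, and the share of genes at an unadjusted p value under 0.05 was 2.68%, 5.26% and 7.43% in the cortex, hippocampus and striatum of Shank3-HT and 5.50%, 4.72% and 7.43% of Shank3-HM mice (limma), where 5% would be expected without any change. Over the 15 lists, the sizes of the score differences ranged from 0.00036 to 0.30 on the log2 scale, and 6 of the 90 had an unadjusted exact permutation p value under 0.05, where 4.5 would be expected.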

For *Shank2*- and *Shank3*-mutant transcriptomes, the GSEA results for biological functions and ASD-related/risk gene expressions reveal notable similarities and differences (see Figure 6 and Supplementary Table 8). Regarding similarities, we note that: (1) The three brain regions show distinct transcriptomic changes in both *Shank2*- and *Shank3*-mutant mice. (2) Synapse- and ribosome/mitochondria-related genes are frequently changed toward opposite directions in all three brain regions. (3) Upregulated synapse-related genes and downregulated ribosome/mitochondria-related genes are frequently associated with reverse ASD-like transcriptomic changes, and vice versa.

Regarding dissimilarities, we find that: (1) Shank2-HT/HM and Shank3-HT/HM transcripts show different gene dosage effects, in that Shank2-HT and Shank2-HM transcripts show largely opposite patterns with regard to altered biological functions and ASD-related/risk gene expressions, whereas Shank3-HT and Shank3-HM transcripts are largely similar in these aspects. (2) Stronger similarities across Shank2 and Shank3 mice are observed in HM conditions mice, whereas stronger dissimilarities are observed in HT conditions; i.e., Shank2-HM and Shank3-HM cortical transcripts show similar ASD-like patterns, and Shank2-HM and Shank3-HM hippocampal transcripts show similar reverse-ASD patterns, whereas Shank2-HT and Shank3-HT cortical transcripts, or Shank2-HT and Shank3-HT hippocampal transcripts, show opposite ASD-like patterns. (3) Opposite ASD-like patterns are observed in the striatal regions of Shank2-HT and Shank3-HT mice (reverse-ASD and ASD-like, respectively), similar to cortical and hippocampal regions, although the difference becomes less clear in Shank2/3-HM striatal transcripts, unlike cortical and hippocampal regions in which Shank2/3-HM transcripts become similar.

Additional similarities and differences between *Shank2*- and *Shank3*-mutant mice were also evident in detailed comparisons of ASD-related/risk GSEA patterns (Figure 7), as follows: (1) The changes observed in the ASD-related/risk gene expression patterns of Shank2-HT/HM transcripts involved both ASD-related and ASD-risk changes, whereas those in Shank3-HT/HM transcriptomes involved largely either ASD-related or ASD-risk changes. (2) The changes observed in neuronal gene expression patterns involved both excitatory and inhibitory neurons in both Shank2-HT/HM and Shank3-HT/HM transcripts. (3) Although ASD usually induces opposite changes in two groups of glial cell transcripts that are frequently observed in ASD (oligodendrocytic downregulations and astrocytic/microglial upregulations), we frequently observed exceptions to this (i.e., similar oligodendrocytic/astrocytic/microglial upregulations or downregulations) in both Shank2-HT/HM and Shank3-HT/HM transcriptomes (i.e., in that of Shank3-HT striatum).

Interpretations of the largely opposite changes in the expression patterns of synaptic genes and ribosomal/mitochondrial genes could differ in different brain regions and gene dosage conditions. For instance, the upregulation of synaptic genes in the Shank2-HM hippocampal transcriptome (Yoo et al., 2022), which coincides with the decreased synaptic transmission in the mutant hippocampus (Won et al., 2012), might reflect compensatory increases in synaptic gene expression. Meanwhile, the decreased synaptic transmission in *Shank2*-mutant mice might have suppressed ribosomal/mitochondrial gene expression to minimize energy production and expenditure (for protein synthesis) (Morita et al., 2015) in the absence of synaptic activity. In support of this possibility, synaptic activity has been functionally coupled with mitochondrial activity (Li et al., 2004; Vos et al., 2010; Sheng and Cai, 2012; Santini and Klann, 2014; Lee et al., 2018). In addition, ASD has been associated with mitochondrial deficits (Hollis et al., 2017; Frye, 2020; Rojas-Charry et al., 2021) and altered levels of ribosomal proteins in post-mortem brains and human neural progenitor cells (Lombardo, 2021).

Our observation that strong gene dosage differences are seen in Shank2 transcriptomes but not in Shank3 transcriptomes could reflect that *Shank2* heterozygous and homozygous deletions fall in a range where they could induce quantitively different disruptions of biological functions. The lack of dosage responses in the Shank3 transcriptomes could indicate that *Shank3* heterozygous deletion is sufficient to yield the full spectrum of phenotypic deficits. This might suggest the stronger impacts of *Shank3* mutations relative to *Shank2* mutations in animal models of ASD, and might be in line with the greater prevalence of *Shank3* mutations in ASD, relative to *Shank2* mutations (Leblond et al., 2014).

The current RNA-Seq results do not give clear answers on whether the observed transcriptomic changes represent molecular pathophysiology or responses that arise to compensate for the gene deletion. In addition, it would be difficult to functionally validate the identified biological functions and pathways, given the known and expected complexity of synaptic, ribosomal, and mitochondrial systems in different brain cell types. However, RNA-Seq analyses can provide unbiased clues on altered biological functions and hints on whether the overall transcriptomic changes in our systems mimic those observed in ASD (ASD-like vs. reverse-ASD). For instance, regardless of whether certain transcriptomic changes represent pathophysiology or responses, the absence of ASD-like transcriptomic changes indicate the absence or normalization of ASD-related phenotypes, i.e., at neuronal, synaptic, circuit, or behavioral levels. In addition, RNA-Seq analyses are useful in that they can be attempted in various *in vivo* contexts, including in different mouse ages, brain regions, gene dosages (heterozygous and homozygous), and pathological/rescue environments. The results may facilitate the design and data interpretation of future experiments. For instance, the results obtained in our setting suggest that *Shank3*- and *Shank2*-mutant mice may exhibit distinct gene dosage-related shifts in phenotypes (heterozygous vs. homozygous). In addition, other studies showed that RNA-Seq can be used to monitor ASD-related transcriptomic phenotypes when *Shank2*-mutant mice were treated with memantine at early postnatal stages, which corrected the synaptic and behavioral phenotypes at adult stages (Chung et al., 2019, 2021; Yoo et al., 2021).

The RNA-Seq results in the present study were obtained specifically from *Shank2*- and *Shank3*-mutant mouse lines lacking exons 6–7 and 14–16, respectively (Won et al., 2012; Yoo et al., 2018, 2019, 2021; Chung et al., 2019). Given that different mutations in the same Shank genes can lead to different mouse phenotypes (Sheng and Kim, 2000, 2011; Boeckers et al., 2002; Bourgeron, 2009; Grabrucker et al., 2011; Jiang and Ehlers, 2013; Sala et al., 2015; Schmeisser, 2015; Monteiro and Feng, 2017; Mossa et al., 2017, 2018; De Rubeis et al., 2018; Eltokhi et al., 2018; Ey et al., 2020), further work is warranted to examine whether convergent transcriptomic changes are be observed in additional *Shank2*- and *Shank3*-mutant mouse lines.

In summary, our results, together with the previous transcriptomic results from Shank2 mice, indicate that *Shank2* and *Shank3* deletions lead to age-, brain region-, and gene dosage-differential transcriptomic changes associated with altered biological functions and ASD-related/risk gene expression patterns. These results provide unbiased clues on the mechanisms underlying the ASD-related phenotypes in *Shank2/3*-mutant mice and will be useful in designing future experiments using these mice and interpreting the results.

## Data availability statement

The datasets presented in this study can be found in online repositories. The raw RNA-Seq results are available as GSE201621 (Shank3 brain regions), GSE201853 (Shank3 juvenile and adult forebrains), and GSE201854 (GSE201621 + GSE201853) at GEO (Gene Expression Omnibus), NCBI (National Center for Biotechnology Information).

## Ethics statement

The animal study was reviewed and approved by the Committee of Animal Research at KAIST (KA2020-93).

## Author contributions

TY, Y-EY, and EK designed the experiments. TY, Y-EY, and HK performed RNA-Seq analyses. HK and EK wrote the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

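RNA sequencing data of cortex, hippocampus and striatum from adult WT, Shank3-HT and Shank3-HM mice were analysed, with 5 samples per genotype and region and 45 samples in all. The sample labels give an age of 13 weeks, and the paper postnatal day 90. The labels name one of the 3 genotypes as knock-out, and the columns of the deposited values write KI for the same mice. They were taken as Shank3-HM, as Supplementary Table 5 heads these columns, and their Shank3 levels were checked afterwards. The deposited signal values are normalized counts that the authors made, per their methods, by quasi-mapping with Salmon and GC bias correction, import with tximport and normalization with DESeq2 over all 45 samples before deposit. Checked on the values, no single step per sample recovers whole reads: 6.56% to 19.6% of values lay near whole multiples, where 10% would by chance. Tests that model counts, such as those of DESeq2 and edgeR, were therefore not applied, and the test set for normalized values was used. The normalized totals of 26118607 to 29568983 per sample are not sequencing depth, which is not known.

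Values were transformed as log2(value + 1). Genes with a mean of at least 10 over the 15 samples of a region were tested (16507 in the cortex, 16571 in the hippocampus and 16482 in the striatum). The 3 genotypes of a region were fitted together in limma 3.58.1 (lmFit, eBayes with an intensity trend) in R 4.3.3, and p values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Wherever an adjusted p value of a gene is given, it is from this test. Differences between regions were tested in one limma fit of the 9 groups. Named in the text are the genes that the paper's text names for these regions, the genes of Supplementary Table 6 for the 5 comparisons with at most 7 genes, and per comparison the 3 genes with the smallest adjusted p values past the threshold whose 5 mutant mice all lie above or all below the 5 WT mice. Other genes are marked as chosen after their values were seen.

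Gene lists were written from general knowledge, because the gene sets of the paper are not complete in the files at hand. With the number of genes in the data, they were ribosome (79), mitochondrial ribosome (78), respiratory chain (79), synapse (164), spliceosome (137), ECM (108), cilium (131), chromosome (131), ASD-risk (133), neuron (63), excitatory neuron (61), inhibitory neuron (59), oligodendrocyte (67), astrocyte (91) and microglia (81). A further 7 were used mainly in the closing section: endothelial cell (40), choroid plexus (28), cortical and claustral projection neuron (35), striatal spiny projection neuron (45), activity-regulated (47), circadian (20) and glucocorticoid response (36). The score of a list in a mouse was the mean log2 value over its genes minus the mean over all genes tested. Mutant and WT scores were compared by two-sided exact permutation tests, adjusted over the 15 lists of a comparison (the 7 others among themselves). The smallest exact p value with 5 against 5 mice is 0.00794, so that a single list can reach an adjusted p value of 0.119 at best, and limma's fry was run as an alternative without this floor. Differences of scores between regions were tested with 100000 permutations of genotype within regions, and also by permuting whole mice, with samples of one genotype and number taken as one mouse (chosen after seeing the data).

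Enrichment scores were computed with fgsea 1.28.0, with the classic scoring and 1000 permutations of genes of the paper. Genes were ranked by log2 fold change divided by p, both from limma and for the genes tested, while the paper ranked genes by its own test of counts. Separation of regions was measured by 1 minus Spearman's rho, an average-linkage tree and silhouette widths. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. Shares of cortical or striatal tissue were computed from genes at least 8 times higher in the one WT region and at 500 or more there.

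On simulated data with 200 changed genes per region, the limma test recovered 84% to 87% of changes of 1 on the log2 scale. It recovered 54% to 62% of changes of 0.5, with 6 to 10 false among 147 to 157 calls. With fewer changed genes, the adjustment asks for smaller p values, and such a case was not simulated. Alternatives were limma without the intensity trend, quantile normalization, no filter on low values, a mean of at least 100, a pseudocount of 0.1, the sample number as a block, only the 2 groups compared, and leaving out each mouse in turn. For lists, they were the median over the list, scores not relative to other genes, fry, camera, weighted scoring and ranking by the moderated statistic. Other splits of the samples were drawn 100 times. Left out were the paper's juvenile and adult forebrain data, which the deposited values do not hold, and the gene sets of its supplementary tables that are at hand only in part.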

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

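The tests of explanations in this part were chosen only after the result they address had been seen. Choroid plexus and cortical tissue had been foreseen as explanations (see Other observations), but were applied to the samples named here only then. In 14 groups of 5 mice, one sample stood so far from the other 4 that its gap to the nearest exceeded Dixon's critical value of 0.71 of the whole range, for 11 list scores and 3 named genes. By chance this happens in about 1 in 20 groups, which is 12.6 of the groups tested, so the number is close to what chance gives. Of the 14, 4 came from one cortical sample and 3 from one striatal sample.

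The cortex of HM replicate 2 had scores of 2.16 (-0.81 to -0.35) for the striatal spiny projection neuron list and 0.77 (0.52 to 0.58) for inhibitory neurons, above the range of the other 4 mice given in parentheses. Its scores of 2.69 (3.03 to 3.14) for excitatory and 1.33 (1.61 to 1.71) for cortical and claustral projection neurons were below it. Of the 45 genes in the striatal list, 44 were tested in the cortex, and 3 are also in the inhibitory and 2 in the excitatory list. Drd1 was at 2483 and Drd2 at 1312 in this sample, against 118.6 to 225 and 17.2 to 72.01 in the other mutant cortices. A candidate explanation is striatal tissue taken with the cortex. The share of striatal tissue it would need was 19.1% from the 29 abundant genes of the list and 26.9% from 47 enriched genes outside it, and -0.223% to 0.559% from the list in the other mutant mice. A change of cell identity in this one mouse was not tested. Without HM replicate 2, the enrichment score of the neuron list in the Shank3-HM cortex went from -1.81 to 2.07 and the score difference from -0.017 to 0.021, the ASD-risk enrichment score from -1.29 to -1.83, and Gpr139 to 1.53 with an adjusted p value of 0.0881 in limma (Benjamini-Hochberg, 0.00774 to 0.130 over its alternatives).

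In the striatum, WT replicate 5 had scores of 4.32 (4.21 to 4.23) for neurons and 0.46 (0.090 to 0.18) for inhibitory neurons, above the other 4 WT mice, and 3.58 (3.85 to 3.94) for the striatal list, below them. Cortical tissue taken with the striatum may account for the inhibitory and striatal scores, since the share it would need was 15.6% from the cortical list and 10.5% from 75 cortex-enriched genes outside it. The test could have come out at the level of the other WT mice. The samples of HT replicate 3 (11.2% and 8.18%) and HM replicate 1 (11.2% and 7.41%) had such shares too. The high neuron score was not tested separately, and a difference between this mouse and the other WT mice in cell composition stays open. Without WT replicate 5, the neuron enrichment score in the striatum went from 1.13 to 1.70 in Shank3-HT and from 0.861 to 1.53 in Shank3-HM mice, ASD risk in Shank3-HM mice from -1.25 to -1.93 and microglia in Shank3-HT mice from 1.81 to 1.36.

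The striatum of HT replicate 5 had a choroid plexus score of 0.89 (-3.82 to -2.80), above the other 4 mice, and Ttr at 62259 against a group median of 199. Choroid plexus tissue in the sample may explain this score and part of the rise of the ECM list in the Shank3-HT striatum. Within genotypes, the choroid plexus and ECM scores of the 15 striatal samples were related, with Pearson's r = 0.833 (two-sided permutation p = 0.00226, Benjamini-Hochberg adjusted p = 0.0475; 0.560 without the 2 farthest mice; Spearman's rho = 0.686, adjusted p = 0.123), among 693 relations. With the choroid plexus score in the fit, the ECM enrichment score went from 3.33 to 1.17, and without HT replicate 5 it was 1.64 (score difference 0.021 in place of 0.10). The relation rests partly on this mouse, since r was lower without the 2 farthest mice and rho did not pass the threshold. A change of extracellular matrix genes with genotype beside it was not excluded.

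Among the other scores far from their group, HT replicate 3 had 3.26 (3.35 to 3.37) for the synapse list in the cortex, WT replicate 2 -0.83 (-0.93 to -0.91) for microglia and WT replicate 4 0.55 (0.31 to 0.37) for endothelial cells in the hippocampus. In the striatum, Exo1 was at 13.8 (5.95 to 7.13) in HT replicate 2, Gm2115 at 577 (719.5 to 758) in HT replicate 4 and Shank3 at 4569 (5883 to 6242) in HM replicate 5. No technical or biological explanation was tested for these 6, and samples this far from 4 others come by chance. Without HT replicate 3, the difference of the synapse score in the Shank3-HT cortex was -0.016 in place of -0.037, and the ASD-risk enrichment score went from -2.01 to 1.93. Without WT replicate 2, the microglia enrichment score in the Shank3-HT hippocampus was -1.08 in place of -1.58. Without HT replicate 4, Gm2115 passed the threshold at 0.50 (limma, Benjamini-Hochberg adjusted p = 0.0365, 0.0365 to 0.963 over its alternatives). Exo1 and Shank3 stayed on the same side of the threshold without HT replicate 2 and HM replicate 5.

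Differences between regions in the change from WT were tested in one limma fit of all 45 samples and 16708 genes, with Benjamini-Hochberg adjustment. The Shank3-HM change differed between cortex and striatum for 9 genes (Hhipl1, Pam, Rimbp2, Ackr1, Csdc2, Mpp3, Nptx2, Gpr139 and B830042I05Rik; 906 with an unadjusted p value under 0.05) and between hippocampus and striatum for 12 (Hhipl1, Rimbp2, Nxf7, Plekha2, Tpm1, Srxn1, Necab1, Csdc2, Dcaf7, Mpp3, Nptx2 and Mas1; 897). Between cortex and hippocampus it differed for 0 genes (743), and the Shank3-HT changes for 0 in each of the 3 pairs of regions (560, 578 and 935). Gpr139 differed by 1.51 in limma (adjusted p = 0.0129), with 1.63 in the cortex and 0.12 in the striatum. These genes were named after their values were seen. As the source of the Gpr139 change, striatal tissue in the cortex samples was argued against, since in 9 of 9 mutant mice other than HM replicate 2 the share it would need exceeded the share measured, with a median excess of 4.14 percentage points. For the other genes, apart from Nxf7, no technical explanation of the difference between regions itself was tested, and neither was pairing by mouse. Hhipl1, Rimbp2, Nptx2 and Mas1 are among the 30 genes called in the Shank3-HM striatum. For those 30, tests of cortical tissue, oligodendrocyte share and choroid plexus tissue are given under Other observations. A region-dependent effect of the mutation stays open beside technical explanations.

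Nxf7 (ENSMUSG00000031410, chromosome X, 135579555 to 135598777) was higher in the Shank3-HM striatum and is not in the paper's table. Its mean was 106 (SD 19.2) against 36.1 (SD 10.7) in WT mice, a log2 fold change of 1.56 (SE 0.22, limma, Benjamini-Hochberg adjusted p = 0.00429), with 5 of 5 mutant mice above all WT mice. Mice of different sex were argued against by Ddx3y, which was between 1119 and 1740.4 in every sample (Xist is not in the table). A fixed share of the reads of the paralog Nxf1 was argued against, since the log2 fold change of Nxf7 exceeded that of Nxf1 (0.13) by 1.43. A larger share in Shank3-HM mice was argued against by the cortex, where Nxf7 changed by -1.58 normalized counts (SE 5.24) and such a share would add 67.9. Other technical explanations were not tested, and an effect of the mutation stays open.

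The paper does not test Shank3-HM against Shank3-HT mice. In limma with Benjamini-Hochberg adjustment, 1 gene differed in the cortex, Shank3 (-0.60), 1 in the hippocampus, Shank3 (-0.63), and 23 in the striatum, 17 higher and 6 lower in Shank3-HM mice. Of the 23, 12 were also among the 30 genes called against WT, and those with the smallest adjusted p values after Shank3 were Gdpd5 (0.43) and Rimbp2 (0.49), named after their values were seen. Of 100 splits of the 10 samples, the real one included, 5 gave as many genes in the cortex, 4 in the hippocampus and 1 in the striatum. These numbers concern how many genes were called and not which. Shank3 in the cortex had an adjusted p value of 0.000934 in limma, and in each of the 3 regions every Shank3-HM mouse had less Shank3 than every Shank3-HT mouse. Without HT replicate 5, 3 genes were called in the striatum (Shank3, Rimbp2 and Gdpd5), and with no intensity trend 11. Counts under 15 were also found without HM replicates 1 (14), 2 (8), 3 (10), 4 (8) and 5 (12) and HT replicates 2 (10) and 3 (9). For the difference between Shank3-HM and Shank3-HT mice, technical explanations beyond other splits were not tested. The 12 shared genes are among the 30 whose change against WT mice was tested for tissue and oligodendrocyte share (see Other observations).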

How the results depend on the processing

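The alternatives below were set before the data were examined, apart from separate WT mice for each genotype, fry with the replicate block, the permutation of whole mice and 5 of the alternatives for the counts between Shank3-HM and Shank3-HT mice (no intensity trend, quantile normalization, a mean of at least 100, a pseudocount of 0.1 and only the samples compared), which were chosen after seeing the data. The pairs of list and comparison followed here are those the paper's sentences are about, and they were written down after the data had been seen. Not run were DESeq2's Wald test and a count test on recovered whole reads, because the deposited values are normalized and only 6.56% to 19.6% of them lay near whole multiples of one step per sample, where 10% would be expected by chance. The sequencing depth is not known, so no limit from depth is given.

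The directions of the 6 Shank3 changes and of the 23 other gene changes named in the text were the same under every alternative run for them. The 6 Shank3 changes kept their side of the threshold under quantile normalization, a mean of at least 100, the replicate block and only the samples compared. The 10 region differences between list scores that were followed kept their direction and stayed short of the threshold under the 3 alternatives that change the scores. Permuting whole mice, with the samples of one genotype and number taken as one mouse, gave them exact adjusted p values of 0.5 or more, but its smallest exact p value of 0.00794 cannot pass the adjustment over 90 tests on its own. The regions stayed separated into the same 3 groups under each alternative. Euclidean distance lowered the silhouette width to 0.479, and the cause was not tested.

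Without the intensity trend, limma with Benjamini-Hochberg adjustment called 18 genes in the Shank3-HM striatum and 0 in the Shank3-HT striatum, where the Shank3 change of -0.50 had an adjusted p value of 0.177, and 11 genes between Shank3-HM and Shank3-HT striatum. With no filter on low values, 2 genes were called in the hippocampus of each genotype, Shank3 and Gm43302 (Gm43302 was named after its values were seen), and 0 in the Shank3-HT striatum, where the adjusted p value of Shank3 in limma at -0.50 was 0.0504. A pseudocount of 0.1 also gave 0 genes there (Shank3 -0.50, adjusted p = 0.0511 in limma). Over all alternatives, the adjusted p value of Shank3 in the Shank3-HT striatum ranged from 0.00342 to 0.257 in limma. The Shank3-HM cortex had 1 gene, Shank3, with a mean of at least 100, where Gpr139 is not tested, and 1 gene with only the 10 samples of the 2 genotypes. Between Shank3-HM and Shank3-HT striatum, 7 genes were called with only the 10 samples compared. The cause was not tested, apart from the number of genes or samples that these alternatives change. Unadjusted p values under 0.05 numbered 1224 in the Shank3-HT striatum. Counts in the Shank3-HM striatum ranged from 12 to 39 over all alternatives, and 16 of the 18 genes called without the trend and 26 of the 39 called with the replicate block were among the 30 called in the main analysis.

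Nothing in the labels or the paper states that samples of one number are paired across genotypes. With the replicate number as a replicate block, the Shank3-HM cortex had 1 gene, Shank3, and Gpr139 had an adjusted p value of 0.0771 in limma, within a range of 0.00774 to 0.130 over its alternatives. The other 8 counts and the enrichment scores that were followed kept their side of the threshold with the replicate block, and the cause of the change was not tested. For list scores, the block was tested by sign flips over 5 pairs, which cannot pass the threshold and therefore say nothing about their stability.

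Camera with its preset correlation between genes gave smaller adjusted p values than the exact permutation of mice for 31 of the 49 scores followed, now past the threshold. In the Shank3-HT cortex these were 0.000491 for the ribosome list, 0.000176 for synapse and 5.91e-10 for oligodendrocyte. Those of the Shank3-HM cortex were 5.39e-05 for the spliceosome list, 0.000839 for ribosome, 0.00292 for synapse, 0.000895 for oligodendrocyte, 5.39e-05 for astrocyte and 1.24e-06 for microglia. For the Shank3-HT hippocampus they were 0.000622 for the synapse list, 1.08e-08 for ribosome, 1.08e-08 for respiratory chain, 0.0114 for spliceosome, 3.82e-06 for ASD-risk and 0.00181 for neuron. In the Shank3-HM hippocampus these were 1.43e-05 for the ribosome list, 2.00e-08 for respiratory chain, 0.0278 for spliceosome, 0.00135 for ASD-risk, 4.18e-06 for oligodendrocyte and 0.00135 for microglia. Those of the Shank3-HT striatum were 0.00408 for the ribosome list, 2.83e-09 for respiratory chain, 0.00137 for ECM, 0.000819 for chromosome, 0.000395 for cilium, 1.89e-26 for oligodendrocyte and 5.14e-11 for astrocyte. For the Shank3-HM striatum they were 0.000111 for the ribosome list, 3.66e-08 for oligodendrocyte and 0.00859 for microglia. The neuron list of the Shank3-HM hippocampus changed direction with limma's camera and fry (Benjamini-Hochberg adjusted p = 0.548 and 0.796). Limma's fry, which uses the variation between mice and has no floor from the number of assignments, put 2 scores past the threshold after Benjamini-Hochberg adjustment, the spliceosome list in the Shank3-HM cortex (adjusted p = 0.0462) and the chromosome list in the Shank3-HT striatum (adjusted p = 0.0367). Limma's fry with the replicate block, chosen after seeing the data, gave Benjamini-Hochberg adjusted p values of 0.214 and 0.0488, so that only the chromosome list stayed past the threshold, and 0.864 for the neuron list of the Shank3-HM hippocampus, again with the direction changed. Of the 39 of all 90 tests past the threshold with the preset correlation, these 2 were also past it with fry and 0 with a correlation estimated from the data (smallest adjusted p = 0.0998). The estimated correlations ranged from 0.00547 to 0.745 (median 0.137), while camera presets one small correlation for all lists, and a smaller correlation gives smaller p values by construction.

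With the median in place of the mean over a list, 12 of the 49 score differences followed changed direction, all of them short of the threshold. They were -0.0063 for the respiratory chain list and 0.0071 for synapse in the Shank3-HT cortex. The Shank3-HM cortex gave 0.015 for the neuron list and 0.033 for astrocyte. In the Shank3-HT hippocampus the differences were -0.0085 for the neuron list, 0.0052 for oligodendrocyte, -0.0038 for astrocyte and 0.041 for microglia. They were -0.0077 for the ASD-risk list, 0.016 for astrocyte and 0.00031 for microglia in the Shank3-HM hippocampus. The Shank3-HT striatum gave -0.070 for the neuron list. The cause was not tested.

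Smaller changes of direction were found under 5 other alternatives, for differences near 0. With a mean of at least 100, the difference was 0.0066 for the neuron list in the Shank3-HM hippocampus. With scores not set relative to the other genes, the difference was 0.014 for the neuron list in the Shank3-HM hippocampus and 0.000568 for the ASD risk list in the Shank3-HM striatum. With no filter on low values, the difference was 0.0018 for the ASD risk list in the Shank3-HM striatum. With a pseudocount of 0.1, the difference was 0.000425 for the ASD risk list in the Shank3-HM striatum. With quantile normalization, the difference was 0.0011 for the ASD risk list in the Shank3-HM cortex, 0.013 for the neuron list in the Shank3-HM cortex and 0.027 for the neuron list in the Shank3-HM hippocampus. The cause was not tested.

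Weighted in place of classic scoring left 6 of the 49 enrichment scores followed on the same side of the threshold, weakened 38 and reversed 5. The scores of the Shank3-HT cortex became 1.05 for the ribosome list, 0.906 for respiratory chain, -1.05 for synapse, 0.824 for ASD-risk, -0.784 for neuron and 1.59 for oligodendrocyte. In the Shank3-HM cortex weighted scoring gave 1.18 for the spliceosome list, 1.35 for ribosome, 1.26 for synapse, 0.693 for neuron, 0.972 for oligodendrocyte, -1.56 for astrocyte and -0.877 for microglia. For the Shank3-HT hippocampus the weighted scores were 1.32 for the synapse list, -1.28 for ribosome, -1.27 for respiratory chain, -1.57 for spliceosome, 1.43 for ASD-risk, 1.38 for neuron, -1.09 for oligodendrocyte, 1.12 for astrocyte and -0.994 for microglia. The scores of the Shank3-HM hippocampus became 1.205 for the synapse list, -1.27 for ribosome, -1.31 for respiratory chain, -0.983 for spliceosome, 1.15 for ASD-risk, -1.49 for oligodendrocyte and -1.22 for microglia. In the Shank3-HT striatum weighted scoring gave 0.872 for the ribosome list, 1.11 for respiratory chain, 1.08 for ECM, -1.56 for chromosome, -1.12 for spliceosome, -1.38 for cilium, -0.674 for ASD-risk, 1.43 for oligodendrocyte, 1.41 for astrocyte and -0.835 for microglia. For the Shank3-HM striatum the weighted scores were 1.13 for the ribosome list, -1.13 for neuron, 1.03 for oligodendrocyte and -0.869 for microglia. The cause was not tested.

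Ranking genes by the moderated statistic weakened 4 enrichment scores, the ASD-risk list in the Shank3-HT cortex (-1.74) and striatum (-1.50), microglia in the Shank3-HT hippocampus (-1.57) and neuron in the Shank3-HM cortex (-1.53). With genes of a mean of at least 100, the neuron list of the Shank3-HM cortex (-1.65) and the microglia list of the Shank3-HT striatum (1.46) lost the threshold. The other enrichment scores followed kept their side and direction under these 2 alternatives, and the cause was not tested. With separate WT mice for each genotype, the correlation of the Shank3-HT and Shank3-HM log2 fold changes was 0.0112 in the cortex, -0.0110 in the hippocampus and 0.0851 in the striatum. By construction, this alternative removes the WT mice that both comparisons share. Pearson's r, genes with a mean of at least 100 and leaving out Shank3 did not move these correlations beyond the spread.

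Counts of genes across the 10 fits that each left out one mouse ranged from 1 (without HM replicate 1) to 2 (without HM replicate 4) for Shank3-HM against WT in the cortex, from 0 (without HT replicate 1) to 2 (without HT replicate 4) for Shank3-HT against WT in the striatum, from 12 (without HM replicate 2) to 33 (without HM replicate 1) for Shank3-HM against WT in the striatum and from 3 (without HT replicate 5) to 28 (without HT replicate 4) for Shank3-HM against Shank3-HT in the striatum. The 1 gene of the Shank3-HM cortex in the other 8 fits was Shank3, and 2 genes were called only without HM replicate 4 and without WT replicate 3. Without HT replicate 4, the 2 genes of the Shank3-HT striatum were Car14 and Gm2115, and without WT replicate 5 the gene was Shank3. The 0 in the other 8 fits stood beside 1224 unadjusted p values under 0.05 with all mice. Without HT replicate 5, the 3 genes between Shank3-HM and Shank3-HT striatum were Shank3, Rimbp2 and Gdpd5, and counts under 15 were also found without HM replicates 1 (14), 2 (8), 3 (10), 4 (8) and 5 (12) and HT replicates 2 (10) and 3 (9). Car14 was named after its values were seen. In the Shank3-HM striatum, the counts were also under 20 without WT replicate 1 (19), WT replicate 3 (19) and WT replicate 4 (18). The counts of the other comparisons were the same in all these fits. Fewer samples weaken the test by construction, and no other cause was tested.

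Across the same kind of fits, the Shank3 change in the Shank3-HT striatum ranged from -0.53 (without WT replicate 5) to -0.47 (without HT replicate 5) and was short of the threshold in all but the fit without WT replicate 5. Gpr139 in the Shank3-HM cortex ranged from 1.53 (without HM replicate 2) to 1.79 (without WT replicate 3) and lost the threshold in 8 of 10 fits. Mir670hg in the Shank3-HM striatum lost it without HM replicate 2 (1.21), and Gm2115 in the Shank3-HT striatum gained it without HT replicate 4 (0.50).

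Score differences changed direction in 28 of 490 fits that each left out one mouse, and none passed the threshold. The Shank3-HT cortex ranged from -0.018 (without HT replicate 2) to 0.0072 (without HT replicate 3) for ASD-risk and -0.034 (without HT replicate 1) to 0.0018 (without HT replicate 3) for neuron. Differences in the Shank3-HM cortex ran from -0.028 (without HM replicate 4) to 0.0022 (without HM replicate 5) for ASD-risk and -0.037 (without HM replicate 1) to 0.021 (without HM replicate 2) for neuron. The Shank3-HT hippocampus ranged from -0.15 (without WT replicate 2) to 0.0031 (without WT replicate 1) for ribosome, -0.14 (without WT replicate 2) to 0.0020 (without WT replicate 1) for respiratory chain and -0.053 (without WT replicate 4) to 0.00064 (without WT replicate 1) for spliceosome. Differences in the Shank3-HM hippocampus ran from -0.0060 (without WT replicate 4) to 0.043 (without WT replicate 2) for synapse, -0.16 (without WT replicate 2) to 0.0015 (without WT replicate 1) for ribosome and -0.042 (without WT replicate 4) to 0.017 (without WT replicate 1) for neuron. The Shank3-HT striatum ranged from -0.027 (without HT replicate 4) to 0.0020 (without HT replicate 5) for ASD-risk and -0.0068 (without HT replicate 2) to 0.051 (without WT replicate 2) for microglia. Differences in the Shank3-HM striatum ran from -0.013 (without HM replicate 5) to 0.010 (without HM replicate 1) for ASD-risk, -0.026 (without HM replicate 1) to 0.025 (without WT replicate 5) for neuron and -0.0050 (without HM replicate 3) to 0.041 (without HM replicate 5) for astrocyte. The cause of these changes was not tested beyond the mouse left out.

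Enrichment scores of the lists changed their side or direction in some of the 490 such fits, with 27 weaker, 11 stronger and 16 reversed. Scores of the Shank3-HT cortex ran from -2.79 (without HT replicate 2) to 1.93 (without HT replicate 3) for ASD-risk. For the Shank3-HM cortex, the range was 1.56 (without HM replicate 5) to 4.59 (without HM replicate 4) for ribosome, -2.08 (without HM replicate 4) to 1.31 (without HM replicate 5) for ASD-risk and -2.21 (without HM replicate 4) to 2.07 (without HM replicate 2) for neuron. Scores of the Shank3-HT hippocampus ran from -7.10 (without WT replicate 2) to -1.14 (without WT replicate 1) for ribosome, 1.14 (without WT replicate 4) to 3.27 (without HT replicate 2) for neuron, -2.64 (without HT replicate 1) to 1.32 (without HT replicate 5) for oligodendrocyte, 1.22 (without WT replicate 1) to 2.54 (without HT replicate 1) for astrocyte and -1.95 (without HT replicate 3) to -1.08 (without WT replicate 2) for microglia. For the Shank3-HM hippocampus, the range was -0.719 (without WT replicate 4) to 2.83 (without WT replicate 2) for synapse, -6.49 (without WT replicate 2) to 1.41 (without WT replicate 1) for ribosome, -6.62 (without WT replicate 2) to -1.76 (without WT replicate 1) for respiratory chain, -1.53 (without WT replicate 4) to 1.59 (without WT replicate 1) for neuron and -2.02 (without WT replicate 1) to -0.725 (without WT replicate 4) for astrocyte. Scores of the Shank3-HT striatum ran from -2.59 (without HT replicate 4) to -1.36 (without WT replicate 2) for ASD-risk, 0.732 (without WT replicate 1) to 1.70 (without WT replicate 5) for neuron and 1.14 (without WT replicate 1) to 2.78 (without HT replicate 1) for microglia. For the Shank3-HM striatum, the range was -1.94 (without HM replicate 5) to 1.39 (without HM replicate 1) for ASD-risk, -1.01 (without HM replicate 1) to 1.53 (without WT replicate 5) for neuron, -0.700 (without WT replicate 1) to 2.21 (without HM replicate 5) for astrocyte and -3.06 (without WT replicate 5) to -1.67 (without WT replicate 2) for microglia. The other scores followed stayed on their side of the threshold with the same direction in these fits. The cause was not tested.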

Differences from the paper's values

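In the Shank3-HT cortex, the paper gives 4 genes with an adjusted p value under 0.05, and limma with Benjamini-Hochberg adjustment gave 0 (443 with an unadjusted p value under 0.05). For the hippocampus, the paper gives 7 genes in Shank3-HT and 7 in Shank3-HM mice, and 1 was found in each. The paper's count for the Shank3-HT striatum is 4, against 1 here, and its count for the Shank3-HM striatum is 101, against 30 here. None of the alternatives set before the data were examined closed any of these gaps. Over them, the counts ranged from 1 to 2 in the hippocampus of either genotype, from 0 to 2 in the Shank3-HT striatum and from 12 to 39 in the Shank3-HM striatum. The count in the Shank3-HT cortex was 0 under each of them. The count of 2 genes in the Shank3-HM cortex is the paper's count too.

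Among the 101 genes that the paper lists for the Shank3-HM striatum, 29 were called, and 26 others were called under at least one alternative. Without the intensity trend these were Tead3 and Prkg2, with quantile normalization Jph4, Ddn, Tpm1, Marcks and Zmym3, and with a mean of at least 100 Mpp3 and Sbsn. The replicate block added Jph4, Ddn, Mpp3, Tpm1, Stc1, Nfatc2, Lurap1, Coch, Sorcs1, Pnmal2 and Fibcd1, and the fit of only the samples compared added Jph4, Tpm1, Stc1, Marcks, Cd59a, Clmp and Ddx51. Leaving out a mouse added Jph4, Stc1, Zfp281, Nfatc2, Lurap1 and Epop (without HM replicate 1), Prkab2 (without HM replicate 3), Sbsn (without HM replicate 5 and without WT replicate 2), Nfatc2 (without WT replicate 4) and Ddn, Zmym3, Id4, Lrrc55, Ifngr2 and Dgkg (without WT replicate 5). In the Shank3-HT striatum, Gm2115 was called without HT replicate 4 (log2 fold change 0.50, adjusted p = 0.0365 in limma). No alternative called a further gene of the paper's lists in the cortex or hippocampus. Of the 29 log2 fold changes that the paper's table gives for the named genes, 0 differed in sign or by more than the larger error, and the largest difference was 0.50, for Trh.

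The paper states that Shank3 is among the DEGs of the Shank3-HT cortex, and its adjusted p value in limma was 0.288 (0.0689 to 1.00 over the alternatives). It also names Znf729 (Zfp729a) and Trh as prominent DEGs, and their adjusted p values in limma were 0.288 (0.0689 to 1.00 over the alternatives) and 0.494 (0.207 to 0.989), with the same direction as in the paper. The other genes that the paper's table lists for the cortex, the hippocampus and the Shank3-HT striatum changed in its direction with an unadjusted p value under 0.05 in limma, and none but Shank3 in the hippocampus and the Shank3-HT striatum and the 2 genes of the Shank3-HM cortex passed the threshold.

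The paper describes the hippocampal transcripts of both genotypes as positively enriched for oligodendrocyte, astrocyte and microglia gene sets. Here the oligodendrocyte list had enrichment scores of -2.06 in Shank3-HT and -3.84 in Shank3-HM mice, and the microglia list -1.58 and -2.46. The astrocyte list was at -1.31 in Shank3-HM mice, short of the threshold. The score of the Shank3-HT oligodendrocyte list was positive, at 1.32, without HT replicate 5. With the median over the list, the Shank3-HT oligodendrocyte difference of 0.0052, the microglia differences of 0.041 and 0.00031 and the Shank3-HM astrocyte difference of 0.016 were positive. For the neuron list of the Shank3-HM hippocampus, which the paper calls positive, the enrichment score was 0.990, short of the threshold, and the difference in scores -0.0019. The excitatory neuron list there was at -2.35, past the threshold, and the inhibitory neuron list at 1.45, short of it. The difference of the neuron list was positive with scores not set relative to the other genes, a mean of at least 100, quantile normalization, and in 6 of the 10 fits that each left out one mouse, without HM replicate 1, 2 or 3 or WT replicate 1, 2 or 3.

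For the striatum of both genotypes, the paper describes a negative enrichment for neurons. Enrichment scores of the neuron list were 1.13 in Shank3-HT and 0.861 in Shank3-HM mice, short of the threshold. The excitatory neuron list went the paper's way, at -2.38 in Shank3-HT mice, past the threshold, and -1.11 in Shank3-HM mice, short of it. The inhibitory neuron list was at 1.37 and 1.65, short of it. The excitatory score may partly follow cortical tissue in the samples, which was not tested. From the cortical list, that share was 15.6% in WT replicate 5 and -2.08% to 0.978% in the other WT mice. In Shank3-HT mice it was -4.28% to 11.2%. The median over the neuron list gave a negative Shank3-HT difference of -0.070. In Shank3-HM mice, weighted scoring (-1.13) and the fit without HM replicate 1 (-1.01) gave negative enrichment scores, and the score differences without HM replicate 1, WT replicate 3 and WT replicate 4 were negative. The paper also describes a positive enrichment for microglia in the Shank3-HM striatum, where the list had -2.61, negative under every alternative and short of the threshold with weighted scoring and without WT replicate 2 (-1.67). For its own collection of cellular component gene sets, the paper describes no significant negative enrichment in the Shank3-HM striatum. Here the spliceosome (-2.07) and cilium (-1.75) lists were past the threshold, and both were short of it with weighted scoring. The spliceosome list was also short of it when ranked by the moderated statistic, with a mean of at least 100, and without HM replicate 3 or 4 or WT replicate 1 or 4. The cilium list was positive with weighted scoring (1.03) and without HM replicate 1 (1.24), HM replicate 3 (1.001), WT replicate 4 (1.07) or WT replicate 5 (0.957), and short of the threshold with the replicate block and without WT replicate 1 or 3. With the trend of gene length and GC content removed, the cilium list was also short of it (permutation of genes, adjusted p = 0.0636). With the circadian score in the fit, the spliceosome list turned to 2.19 (permutation of genes, adjusted p = 0.00460), and the cilium list was at -2.47. With the glucocorticoid response score they were at 1.44 and 0.893, short of the threshold. With the choroid plexus and activity-regulated scores both stayed negative and past it. For the ASD-risk list, the paper finds no enrichment in the striatum, and the score of -1.75 in Shank3-HT mice passed the threshold. It did not with weighted scoring, when ranked by the moderated statistic, and without HT replicate 1 or WT replicate 2.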

Other observations

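In this part, the tests of choroid plexus tissue, cortical tissue, stress or time of day, and the relation of synapse scores to ribosome and respiratory chain scores were foreseen, and only their form with a score in the fit was chosen after the results were seen. The other tests, including those of single lists and the joint test over regions, were chosen only after the result was seen.

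How often other splits of the same 10 mice into 5 and 5 gave as many genes was counted over 100 splits, the real one included. In the cortex this was 100 for the 0 genes of Shank3-HT (443 with an unadjusted p value under 0.05) and 1 for the 2 genes of Shank3-HM mice. In the hippocampus it was 2 for the 1 gene of Shank3-HT and 9 for the 1 gene of Shank3-HM mice, and in the striatum 8 for the 1 gene of Shank3-HT and 1 for the 30 genes of Shank3-HM mice. A split of the Shank3-HT and WT striatum (HT replicates 1 and 4 with WT replicates 1, 2 and 3) gave 55 genes, 41 higher and 14 lower. Genes whose 5 mutant and 5 WT mice did not overlap made up 0.630%, 0.800%, 0.797%, 0.736%, 0.971% and 1.86% of those tested in the Shank3-HT and Shank3-HM cortex, hippocampus and striatum, where chance gives 0.794%. Lists past the threshold of the enrichment score were as many in 77 of 100 splits for the Shank3-HT cortex (9 of 15 lists), 61 for the Shank3-HM cortex (10), 2 for the Shank3-HT hippocampus (14), 44 for the Shank3-HM hippocampus (11), 13 for the Shank3-HT striatum (13) and 94 for the Shank3-HM striatum (6). Other splits had a median of 10 or 11 lists past it, because permuting genes takes the genes of a list as independent.

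Spearman's rho between the Shank3-HT and Shank3-HM log2 fold changes was 0.421 in the cortex, 0.593 in the hippocampus and 0.485 in the striatum, and simulated unchanged groups set against the same WT mice gave 0.450 to 0.452. Of 100 regroupings of the 15 mice, the real one included, 54, 11 and 40 gave a correlation as large. With separate WT mice for each genotype, chosen after seeing the data, rho was 0.0112, -0.0110 and 0.0851. The WT mice that both comparisons share may therefore account for the correlations.

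The synapse list and the ribosome and respiratory chain lists had enrichment scores of opposite sign in 6 of 6 comparisons, but with weighted scoring in 3 of 6 for the ribosome and 4 of 6 for the respiratory chain list, and with 1 mouse left out in 58 and 54 of 60 fits. With the trend of gene length and GC content removed, the signs were the same for the synapse and ribosome lists in the Shank3-HM hippocampus (-1.14 and -3.03) and for the synapse and respiratory chain lists in the Shank3-HM cortex (-3.00 and -1.96) and hippocampus (-1.14 and -4.47). Whether such an axis is present within genotypes was tested on the 15 mice of a region, after subtracting the mean of each genotype. This took 6 relations, with two-sided permutation tests and Benjamini-Hochberg adjustment. WT and mutant mice were pooled, and WT mice alone were not tested. Pearson's r of the synapse and ribosome scores was -0.722 (p = 0.0107, adjusted p = 0.0643; -0.801 without the 2 farthest mice; rho -0.764, adjusted p = 0.0328) in the cortex, -0.283 (p = 0.561, adjusted p = 0.670; -0.260 without the 2 farthest mice; rho -0.182, adjusted p = 0.800) in the hippocampus and 0.150 (p = 0.591, adjusted p = 0.670; -0.0307 without the 2 farthest mice; rho 0.0857, adjusted p = 0.800) in the striatum, all from permutation tests. For the synapse and respiratory chain scores, the permutation tests gave -0.237 (p = 0.460, adjusted p = 0.670; -0.453 without the 2 farthest mice; rho -0.346, adjusted p = 0.698), -0.223 (p = 0.670, adjusted p = 0.670; -0.266 without the 2 farthest mice; rho -0.0893, adjusted p = 0.800) and 0.152 (p = 0.631, adjusted p = 0.670; -0.111 without the 2 farthest mice; rho 0.139, adjusted p = 0.800). In the cortex, an axis between mice may contribute to the opposite shifts of synapse and ribosome genes, though only rho passed the threshold after adjustment. In the hippocampus and striatum, and for the respiratory chain, it cannot be told apart from an effect of the mutation, because 15 mice leave such relations open.

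ASD-risk and ribosome scores also shifted in opposite directions in 6 of 6 comparisons, and with 1 mouse left out in 50 of 60 fits (53 of 60 by enrichment scores). Within genotypes, the permutation tests gave r = -0.799 (p = 0.000550, adjusted p = 0.0224; -0.785 without the 2 farthest mice; rho -0.736, adjusted p = 0.0814) in the cortex, -0.726 (p = 0.00951, adjusted p = 0.112; -0.636 without the 2 farthest mice; rho -0.561, adjusted p = 0.209) in the hippocampus and -0.301 (p = 0.300, adjusted p = 0.617; -0.419 without the 2 farthest mice; rho -0.418, adjusted p = 0.430) in the striatum, among 693 relations of which 34 passed the threshold by r. The same axis may contribute in the cortex. In the other 2 regions it cannot be told apart from an effect of genotype, since the relations failed the adjustment.

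Of the 7 further lists, differences in scores over the 6 comparisons ranged from -0.14 to 0.018 (smallest exact permutation p = 0.0476, adjusted p = 0.167) for endothelial cells, -0.97 to 1.02 (smallest exact permutation p = 0.190, adjusted p = 0.333) for choroid plexus, -0.35 to 0.10 (smallest exact permutation p = 0.0714, adjusted p = 0.250) for cortical and claustral projection neurons and -0.073 to 0.53 (smallest exact permutation p = 0.365, adjusted p = 0.426) for striatal spiny projection neurons. The ranges were 0.031 to 0.15 (smallest exact permutation p = 0.159, adjusted p = 0.333) for activity-regulated, -0.072 to 0.062 (smallest exact permutation p = 0.0476, adjusted p = 0.250) for circadian and 0.055 to 0.24 (smallest exact permutation p = 0.0317, adjusted p = 0.167) for glucocorticoid response genes, again with two-sided exact permutation tests. None passed the threshold after adjustment, and 1 comparison for endothelial cells, 1 for circadian and 3 for glucocorticoid response genes had an unadjusted p value under 0.05. The smallest p value of this exact test is 0.00794, so a single list cannot pass the adjustment over these 7 lists. Among the other 15 lists, ranges not given at the claims were -0.067 to 0.022 (smallest exact permutation p = 0.571, adjusted p = 0.723) for the mitochondrial ribosome, -0.15 to 0.023 (smallest exact permutation p = 0.413, adjusted p = 0.639) for excitatory and 0.0082 to 0.077 (smallest exact permutation p = 0.167, adjusted p = 0.571) for inhibitory neurons.

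Tissue, stress or time of day were set against the 63 of 90 list results past the threshold of the enrichment score. With the choroid plexus score in the fit, 51 stayed past it with the same sign, with the glucocorticoid response score 47, with the circadian score 54 and with the activity-regulated score 56. Taken over all comparisons, none of these scores removed most of the list results, and those that did not stay may depend on them. With the glucocorticoid response score, 3 of 6 stayed in the Shank3-HM striatum, 6 of 10 in the cortex and 8 of 11 in the hippocampus. Other splits of the mice also put a median of 10 or 11 of 15 lists past the threshold. Staying past it is therefore a weak test and does not exclude these explanations. Removing the trend of the fold changes with gene length and GC content, which explained at most 3.05% of their variance, left 53. This is the same weak test. In the hippocampus, fold changes rose with gene length, with Spearman's rho at 0.279 in Shank3-HT and 0.256 in Shank3-HM mice. In the other regions rho lay between -0.0327 and -0.00175. The removal brought the Shank3-HT hippocampal ribosome score from -5.35 to -3.43, synapse from 4.09 to 2.25 and ASD-risk from 4.27 to 2.78. The neuron score there went from 2.80 to 3.17. Among the results that did not stay, the Shank3-HM hippocampal synapse score went from 1.74 to -1.14 (permutation of genes, adjusted p = 0.317). The Shank3-HM cortical respiratory chain score went from 2.22 to -1.96, and the Shank3-HT hippocampal oligodendrocyte score from -2.06 to -1.06. The bias is therefore not excluded. The oligodendrocyte enrichment score in the Shank3-HM striatum went from 5.66 to -2.94 with the glucocorticoid response score in the fit. The spliceosome and cilium scores there turned too, from -2.07 to 1.44 and from -1.75 to 0.893, both short of the threshold. Stress cannot be told apart from genotype there, because the score differs between the groups.

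The glucocorticoid response list was higher in Shank3-HM than WT mice by 0.195 on average over the 3 regions (SD 0.0875 in mutant and 0.136 in WT mice, n = 5, two-sided exact permutation p = 0.0317, adjusted p = 0.190 over 6 tests of 3 lists), with 32 of 35 genes higher in each region. Taking the samples of one number as one mouse is an assumption here. Stress at dissection cannot be told apart from an effect of the mutation on these genes, because nothing states how the groups were handled. The circadian (-0.0091) and activity-regulated (0.10) lists did not pass an unadjusted p value of 0.05 in Shank3-HM mice.

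For the 30 genes called in the Shank3-HM striatum, cortical tissue taken with the striatum was argued against: 28 were also called with the cortical and claustral projection neuron score in the fit (35 calls). In exact permutation tests, the abundant cortical genes did not differ, with Slc17a7 at 2664 (SD 2125) against 2833 (SD 2815, p = 0.905), Neurod6 at 218.6 (SD 159.5) against 218.5 (SD 217.6, p = 0.960) and Tbr1 at 321.1 (SD 221.2) against 335.4 (SD 342.9, p = 0.992). A different share of oligodendrocytes was argued against for most, since 25 were also called with the oligodendrocyte score in the fit (28 calls). With the choroid plexus score, 30 of the 30 were called (37 calls). Strain variants around Shank3 were examined in the genes within 10 Mb of it, of which 22 of 229 had an unadjusted p value under 0.05 and 1 was called. As many or more were found in 12.1% of windows of as many neighbouring genes. This cannot be told apart from chance or from an effect limited to few genes, because a variant can change a single neighbour. The share of such windows was 3.45% and 4.67% in the Shank3-HT and Shank3-HM cortex, 92.8% and 12.6% in the hippocampus and 43.01% in the Shank3-HT striatum.

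Shank3 values in Shank3-HM mice were at most 55.5% of the WT mean. Exons 14 to 16 hold 4.63% of the transcript (341 of 7365 bases), so a loss of their reads alone would leave 95.4%, and it was argued against as the whole cause. A lower level of the remaining transcript may explain the rest, which was not tested.

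Samples of the same genotype and number deviated from their group together across regions. The mean correlation of their deviations over 16708 genes was 0.0715 for the same number and -0.0179 for different numbers (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give), and 35 of 45 pairs were above 0. One mouse may have given the samples of one number. Samples of one number and different genotypes also correlated within a region, at 0.0290 against -0.00717 (one-sided permutation p = 0.0186), with 7 of 45 pairs above 0.1 and a range from -0.119 to 0.150. Samples handled together by number may add to this. Neither explanation excludes the other, and the labels state neither.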
